# Distinct cognitive effects and underlying transcriptome changes upon inhibition of individual miRNAs in hippocampal neurons

**DOI:** 10.1038/srep19879

**Published:** 2016-01-27

**Authors:** Josephine Malmevik, Rebecca Petri, Pina Knauff, Per Ludvik Brattås, Malin Åkerblom, Johan Jakobsson

## Abstract

MicroRNAs (miRNA) are small, non-coding RNAs mediating post-transcriptional regulation of gene expression. miRNAs have recently been implicated in hippocampus-dependent functions such as learning and memory, although the roles of individual miRNAs in these processes remain largely unknown. Here, we achieved stable inhibition using AAV-delivered miRNA sponges of individual, highly expressed and brain-enriched miRNAs; miR-124, miR-9 and miR-34, in hippocampal neurons. Molecular and cognitive studies revealed a role for miR-124 in learning and memory. Inhibition of miR-124 resulted in an enhanced spatial learning and working memory capacity, potentially through altered levels of genes linked to synaptic plasticity and neuronal transmission. In contrast, inhibition of miR-9 or miR-34 led to a decreased capacity of spatial learning and of reference memory, respectively. On a molecular level, miR-9 inhibition resulted in altered expression of genes related to cell adhesion, endocytosis and cell death, while miR-34 inhibition caused transcriptome changes linked to neuroactive ligand-receptor transduction and cell communication. In summary, this study establishes distinct roles for individual miRNAs in hippocampal function.

MicroRNAs (miRNAs) are small non-coding RNAs with distinct expression patterns throughout the body, including parts of the brain^1^. miRNAs cause the degradation and/or inhibited translation of specific target messenger RNAs (mRNAs) via complementary base pairing in the RNA-induced silencing complex; RISC^2^,^3^. Each miRNA contains seed sequences necessary for the recognition and the binding of target mRNAs. Seed sequences are generally situated at positions 2–7 from the 5′ end of the miRNA and are conserved within a miRNA family.

In recent years, miRNAs have been implicated in the generation, survival, branching, excitation and plasticity of neuronal cells^1^,^4^,^5^. Interestingly, inhibition of the miRNA biogenesis pathway through conditional deletion of the Dicer enzyme in the adult rodent forebrain, results in an increased cognitive capacity, suggesting a role for miRNA regulation in learning and memory^6^. However, both Dicer and Argonaute 2 (AGO2) have functions unrelated to the miRNA biogenesis pathway^9^, and thus, it has not been fully asserted that miRNAs are accountable for the observed cognitive and degenerative phenotypes. Prolonged deletion of Dicer in specific neuronal populations, including cells of the hippocampus, leads to neuronal cell death, thus implicating miRNA involvement in neuronal survival^6^,^7^. In a recent study, we analysed the mRNAs that are targeted by miRNAs in hippocampal neurons of the adult mouse hippocampus, using AGO2-RNA-interacting protein immunoprecipitation (AGO2-RIP) followed by next generation sequencing. AGO2 is a part of the RISC, with crucial roles in the miRNA-mediated degradation of targeted mRNAs. Using AGO2-RIP, we identified 2177 potential target mRNAs in the RISC, regulating key neuronal functions such as cell signalling, transcription and axon guidance^8^.

More than 2500 miRNAs in human and 1900 miRNAs in mouse have been identified (*hsa* and *mmu* mature names in miRbase, accessed 24/4/2015; Kozomara and Griffiths-Jones 2014). Since their discovery, individual miRNAs have been linked to specific functions in different tissues and developmental stages. This data has been collected through techniques including, but not limited to, fluorescent *in situ* hybridization, green fluorescent protein (GFP) sensor vectors, miRNA arrays and RNA sequencing^10^,^11^,^12^. Still, the function of most individual miRNAs in distinct regions of the central nervous system (CNS) remains poorly characterised. In this study, we analyse the functional role of three miRNAs that are known to be expressed at high levels in the CNS, and have been implicated in hippocampal function; miR-124, miR-9 and miR-34^13^,^14^.

miR-124 is a highly conserved miRNA^15^, and is represented by three genomic loci; mir-124-1, mir-124-2 and mir-124-3^16^. Being one of the most highly expressed miRNAs in the hippocampus^13^, miR-124 has a prominent activity in neurons, starting in early neuronal differentiation^15^,^17^. With respect to disease and degeneration, miR-124 is reduced in ischemia and is indirectly linked to the progression of glioma^18^,^19^. Furthermore, decreased levels of miR-124 have been shown to reduce maturation and survival of neurons in the dentate gyrus, whereas increased levels of miR-124 has rescued behavioural deficits in frontotemporal dementia^20^,^21^. Altogether, miR-124 has been linked to various neuroprotective and degenerating roles^18^,^19^,^20^,^21^.

miR-9 is known to be involved in neuronal differentiation^22^,^23^, axonal extension and branching^24^. There are three homologous members of the miR-9 family (mir-9-1, mir-9-2, mir-9-3), originating from three different genomic loci in mouse^16^, with high conservation among species^25^. The miR-9 family is enriched in the brain, with high abundance in neurogenic regions of the adult brain such as the hippocampus^13^,^25^. It is highly expressed in neural precursor cells and also at lower levels in mature neurons^26^. Using miR-9 sensor mice, we have previously demonstrated miR-9 activity in all CNS cell types throughout the brain except microglia and a few, smaller neuronal populations in the septum, habenula and hypothalamus^27^.

Another highly expressed miRNA family in the brain with enrichment in the hippocampus is the miR-34 family^13^,^14^. This family is highly conserved^15^ and expressed as three members in mouse; miR-34a, miR-34b and miR-34c, originating from two precursor transcripts^16^. miR-34 has been linked to neurogenesis, spine morphology, neurite outgrowth, neurodegeneration as well as hippocampal memory formation^14^,^28^,^29^.

In the present study, we analysed changes in the transcriptome after individual inhibition of miR-9, miR-34 and miR-124 using AAV-delivered miRNA sponges^30^,^31^,^32^. The inhibition of each miRNA was investigated with respect to transcriptional changes and behavioural phenotypes. Our data demonstrate distinct changes in the hippocampal transcriptome after delivery of miRNA sponges, accompanied by specific effects on cognition by different miRNAs. This study underlines the importance of individual miRNAs in the function of mouse hippocampal neurons.

## Results

### miR-124, miR-9 and miR-34 are active in adult mouse hippocampal neurons

miR-124, miR-9 and miR-34 are known to be highly expressed in the mouse hippocampus^13^. We have also demonstrated the activity of miR-124 and miR-9 in the adult mouse brain using transgenic miR.T.GFP sensor mice^17^,^27^. These transgenic miR.T.GFP mice are designed to express a GFP transcript that also contains four identical and perfectly complementary target sequences (miR.T) for a specific miRNA family (Fig. 1A, upper panel). The transgenic design of the miR.T.GFP mice provides a negative, indirect GFP reporter sensor system linked to the miRNA target sequence. Thus, the cellular presence of a miRNA with binding capacity to the target sequences will lead to the inhibition of GFP transgene expression. On the contrary, cells lacking the miRNA will express GFP. We and others have previously demonstrated this approach as an efficient method to study miRNA activity pattern *in vivo* at a cellular resolution^12^,^17^.

In the current study, we took advantage of previously published miR-124.T.GFP and miR-9.T.GFP mice^17^,^27^, and moreover generated miR-34.T.GFP mice, to analyse the activity of these individual miRNAs in the mouse hippocampus in more detail. In line with our previous reports on miR-124.T.GFP mice, all hippocampal neurons were GFP negative due to the endogenous activity of miR-124, while glial cell types expressed GFP (Fig. 1B). Thus, miR-124 is a neuron-specific miRNA expressed in all hippocampal neurons. Likewise, hippocampal neurons do not express GFP in miR-9.T.GFP mice, demonstrating the activity of miR-9 in these cells (Fig. 1C). We have previously demonstrated activity of miR-9 in all CNS cell types except microglia and a few, smaller neuronal populations outside the hippocampus^27^. With regards to miR-34.T.GFP (Fig. 1D), no cells of the hippocampus express GFP, indicating that this miRNA family is active in all cell types of this brain region. We have also generated GFP Ctrl mice, which lack miRNA target sequences and ubiquitously express GFP in all cells (Fig. 1A, lower panel; Fig. 1E). Taken together, these data show that miR-124, miR-9 and miR-34 are active in hippocampal neurons. Furthermore, while miR-124 is neuron-specific, miR-9 and miR-34 are also active in certain glial populations.

### Injection of AAV sponge vectors into the mouse hippocampus

Following the determination of miRNA activity in hippocampal neurons of transgenic GFP sensor mice, we further analysed the inhibition of each respective miRNA in wild-type mice. In order to inhibit individual miRNA families in the neurons of the adult mouse hippocampus, we used AAV vectors expressing miRNA sponges (Fig. 2A,B). These sponges consist of eight imperfectly complementary sequences (miR-sp) to the seed sequence of a specific miRNA family. Through this imperfect complementary binding, the resulting bulge of the sponge inhibits its own degradation by the miRNA. Thus, this sequestration prevents the miRNAs from binding their endogenous target mRNAs, while keeping the sponge intact and only causing a marginal decrease in miRNA levels^8^,^17^,^32^.

Bilateral injections of synapsin-driven AAV sponge vectors into three locations of the hippocampus of wild-type adult male C57BL/6 mice (see coordinates in Methods), achieved neuron-specific expression in a majority of hippocampal neurons. For visualisation purposes, the AAV vectors also contained a GFP reporter upstream of the sponge sequences. Eight weeks post injection, we detected GFP expression in neurons throughout the hippocampus with an emphasis on the dentate gyrus. Injections of GFP-miR-124sp (n = 18; Fig. 2B, upper panel; Fig. 2C,D), GFP-miR-9sp (n = 20; Fig. 2B, middle panel; Fig. 2E) and GFP-miR-34sp (n = 12; Fig. 2B, lower panel; Fig. 2F) all resulted in widespread high-level GFP expression in neuronal cells throughout the hippocampus. An AAV-GFP vector without sponge sequence was used as a control in each experiment (Fig. 2A, lower panel; Fig. 2G)

### Sponges mediate increased expression of target genes

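In the miR-9 experiment, RNA from the hippocampi of 3 mice injected with GFP-miR-9sp and of 3 mice injected with GFP Ctrl was sequenced 10 weeks after injection, as 50 bp single end reads. The methods describe poly-A enrichment for all libraries, whereas the labels of the deposited values in this experiment, unlike those of the miR-34 experiment, contain the word totRNA. The authors mapped the reads to mm9 and quantified them to RefSeq, and the deposited values are raw read counts per RefSeq transcript for each mouse, without the scaling to the average read number that the methods describe. A total of 17279620 to 24428477 reads per mouse was counted, with a median of 19173364 after GFP-miR-9sp and 21455647 after GFP Ctrl. The 3 reads taken as the smallest detectable signal amounted to 1.23e-05% to 1.74e-05% of a mouse's reads, which covers counting error only. Each mouse was scaled to the average total of the 6 mice, and a transcript was taken as detected when its mean scaled read number exceeded 10 in GFP Ctrl. The paper's criterion was then applied, an unadjusted p under 0.05 in its unpaired two-sided test together with a ratio of group means above 1.2 or below 0.833. A second test used edgeR's quasi-likelihood model with TMM normalization and Benjamini-Hochberg adjustment. The biological coefficient of variation between mice was 0.061 in that model. For single genes, an exact permutation test of 3 mice against 3 cannot give a p under 0.1. The transcript entries of one gene were counted separately, and 65.1% of genes with 1 entry but 31.2% of genes with 3 or more entries had a mean read number above 10.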

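The miR-34 experiment had its own mice, 3 injected with GFP-miR-34sp and 3 with GFP Ctrl, and their hippocampal RNA was sequenced and quantified by the authors in the same way. Between 11029604 and 16934133 reads were counted per mouse, with a median of 13335566 after GFP-miR-34sp and 11775476 after GFP Ctrl. The smallest detectable share, 3 reads, was 1.77e-05% to 2.72e-05% of a mouse's reads. Scaling, detection limit, criterion and model were those used for the miR-9 experiment, and each experiment was compared with its own GFP Ctrl mice. The biological coefficient of variation between mice was 0.052. The counted reads of the 6 mice summed to 78382158, against 120935335 in the miR-9 experiment.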

The effects of AAV sponge expression were investigated on a molecular level by conducting mRNA-sequencing (mRNA-seq) on RNA from entire hippocampi. In order to confirm that the sponges act on the targeted miRNAs, we defined a subset of genes that were highly probable targets for each miRNA family and investigated transcriptional changes in these genes. These subsets were based on our recently published data of 2177 genes that are present in the RISC of adult mouse hippocampal neurons^8^. This miRNA targetome of 2177 genes has been identified through AAV-mediated expression of a known component of the RISC; AGO2, in a GFP-AGO2 fusion protein. The synapsin-driven expression of this GFP-AGO2 fusion protein in the mouse hippocampus allowed for the analysis of RISC-associated RNAs specifically from hippocampal neurons through GFP-targeted RIP and subsequent RNA sequencing^8^. Out of these 2177 RISC genes in hippocampal neurons, we selected probable targets of each miRNA based on computationally predicted and evolutionary conserved miR-target sites (TargetScanMouse 6.2; Fig. 3A, left panel). These probable targets accounted for 18.4% (miR-124; 337 genes with predicted miR-124 target sites out of 1830 detected RISC genes), 10.6% (miR-9; 211 genes out of 1991 detected RISC genes) and 6.2% (miR-34; 114 out of 1837 detected RISC genes) of all detected AGO2-bound genes in each experiment^8^. Furthermore, a proportion of probable targets was shared between the three miRNAs (Fig. 3A, right panel).

In cumulative fraction graphs (y-axis), we plotted the fold change of each gene after the injection of sponge vectors (x-axis). After miR-124 inhibition, the cumulative distribution of the fold change values for probable miR-124-targets was significantly different in comparison to all other genes indicating an overall higher expression level (Fig. 3B, left panel). In addition, this subset also had an overall higher average fold change after miR-124sp injection in comparison to all other genes (Fig. 3B, right panel). Similarly, the probable miR-9-targets had a significantly different cumulative distribution after miR-9sp injection, indicating increased expression and an overall higher average fold change in comparison to all other genes (Fig. 3C). 

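The response of miR-9 targets was measured on genes with an 8mer seed match of miR-9 (ACCAAAGA) in the 3′ UTR annotated by GENCODE on mm9, since the paper's own list of RISC genes with predicted sites was not used here. A 3′ UTR was found for 92.4% of the detected genes. After miR-9sp injection, the 522 genes with a site had a mean ratio of scaled read numbers to GFP Ctrl of 0.998, and the 11385 genes without a site had a mean ratio of 0.983. The mean log2 fold change of the genes with a site was higher by 0.0225. Among 10000 random gene lists matched on read number and 3′ UTR length, a two-sided permutation test gave p = 0.0203, and the random lists had a mean shift of 0.0066 (SD 0.0068). With sites that match the heptamer ACCAAAG alone included, the shift was 0.0137 over 1624 genes (p = 0.119 in the same permutation test), the largest loss among the alternatives that kept all mice. With each mouse left out in turn, the shift ranged from 0.0140 to 0.0378 and the p of the permutation test from 0.0014 to 0.304. Genes with an 8mer of miR-34 (CACTGCCA) shifted by 0.0126 in the same mice (703 genes, p = 0.349 in the permutation test), and genes with an 8mer of miR-124 (GTGCCTTA) by -0.0017 (372 genes, p = 0.37 in the permutation test). Above 100 reads, the shifts for miR-9 and miR-34 sites were 0.0159 and 0.0134 (permutation test, p = 0.0029 and 0.0074). The miR-124 targets of Supplementary Table S1 shifted by 0.0414 (permutation test matched on read number only, p = 0.004). Of 10 divisions of the mice into 3 and 3, the real one included, 3 gave an absolute miR-9 shift as large. For the Supplementary Table S1 genes 7 did. These values do not establish that the shift is specific to miR-9 sites. Genes share the same 6 mice and are not independent replicates. From the different cumulative distribution and the significantly higher average fold change of its probable targets, the paper proposes that the expression of miR-9 targets increased.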

A similar trend was also observed for the probable miR-34 targets after miR-34 inhibition, although this difference did not reach significance (Fig. 3D). 

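After miR-34sp injection, the 675 detected genes with an 8mer seed match of miR-34 (CACTGCCA) in the 3′ UTR had a mean ratio of 0.994 to GFP Ctrl, and the 10762 genes without a match had a mean ratio of 0.993. The shift in mean log2 fold change was 0.0010 (two-sided permutation test with 10000 matched random gene lists, p = 0.985). Over the 1940 genes with the heptamer CACTGCC it was -0.0007 (p = 0.619 in the same permutation test). It ranged from -0.0014 to 0.0020 when each mouse was left out in turn. A shift of this size was not distinguishable from that of random lists, which had an SD of 0.0085. Genes with an 8mer of miR-9 shifted by 0.0179 in these mice (510 genes, p = 0.0511 in the permutation test). Genes with an 8mer of miR-124 shifted by -0.0280 (364 genes, p = 0.0131 in the permutation test). For its own list of probable miR-34 targets the paper reports a trend that did not reach significance, and from the experiments together it concludes that targets rise depending on the miRNA being inhibited.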

Taken together, these data demonstrate a global and specific up-regulation of miRNA targets depending on the miRNA being inhibited, thereby indicating sponge vector functionality. Thus, AAV-miRNA sponges are efficient and versatile tools for loss-of-function studies of individual miRNA families in the brain.

### Distinct transcriptome changes after inhibiting individual miRNAs

In order to further analyse transcriptome changes after miRNA sponge delivery, we analysed all significantly altered genes in each miRNA inhibition experiment, irrespective of being probable targets (Fig. 4). As an example, miR-124 inhibition (red) resulted in significant (p < 0.05) down-regulation of 1435 genes (Fig. 4A; 1420 + 8 + 6 = 1435; fold change: FC < 0.833) and up-regulation of 815 genes (Fig. 4B; 813 + 2 = 815; FC > 1.2). The up-regulated gene list consisted of 20% (161 genes) previously validated miR-124 target genes (miRwalk and tarbase, see Methods; see Supplementary Table S1).

Out of the approximately twelve thousand detected genes in mRNA-seq of each miRNA inhibition experiment, 18.5% (miR-124; 2249 significantly altered genes out of 12189 detected genes in mRNA-seq), 0.81% (miR-9; 100 out of 12326 detected genes) and 1.29% (miR-34; 157 out of 12205 detected genes) were significantly altered after inhibition of each miRNA. 

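In the miR-9 experiment, 13486 RefSeq transcripts were detected, and 201 of them (1.49%) passed the paper's criterion after miR-9sp, 64 up-regulated and 137 down-regulated. In the miR-34 experiment, 12792 were detected and 258 (2.02%) passed, 99 up-regulated and 159 down-regulated. The alternative that moved these numbers most was testing every transcript with at least 1 read, which gave 176 and 288 after miR-9sp and 261 and 274 after miR-34sp. With the unequal-variance form of the test, 44 and 100 transcripts passed after miR-9sp and 83 and 99 after miR-34sp. With more than 10 reads required in every mouse, 60 and 97 passed after miR-9sp and 92 and 113 after miR-34sp. Those lost were mostly down-regulated, since a limit on GFP Ctrl alone keeps transcripts with few reads after the sponge. In all 201 and all 258 transcripts that passed, the 3 sponge mice lay on one side of the 3 GFP Ctrl mice. Before the limits on the ratio were applied, 760 detected transcripts (5.64%) had an unadjusted p under 0.05 after miR-9sp and 758 (5.93%) after miR-34sp. After Benjamini-Hochberg adjustment of the same test, 0 passed in either experiment. In edgeR's model, 0 of 13439 transcripts had an adjusted p under 0.05 after miR-9sp, where 329 rose and 300 fell with an unadjusted p under 0.05. Scaling to total counts alone in that model gave 195 and 493 in place of 329 and 300. The balance of directions after miR-9sp thus depends on the scaling, and by the paper's criterion also on the detection limit. After miR-34sp, 4 of 12787 had an adjusted p under 0.05, all lower than in GFP Ctrl, and 354 rose and 461 fell with an unadjusted p under 0.05. The mean scaled read number was under 100 for 80.6% of the transcripts that passed the paper's criterion after miR-9sp, against 28.8% of those detected. After miR-34sp these shares were 79.1% and 30.8%.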

Separate comparisons of down-regulated and up-regulated genes between each sponge experiment demonstrated distinct transcriptome changes with minimal overlap between each miRNA (Fig. 4A,B). This underlines individual effects of each miRNA in adult mouse hippocampal neurons.

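Of the 12662 transcripts detected in both experiments, 1 was up-regulated by the paper's criterion after both miR-9sp and miR-34sp, where the sizes of the lists give 0.421 by chance (Fisher's exact test, p = 0.345). It was Ap1s3 (NM_183027), which encodes a subunit of an adaptor protein complex and lies on chromosome 1 of mm9 from 79603451 to 79668547. Its scaled read number was 86.1 ± 4.04 (SD, n = 3) after miR-9sp and 67.8 ± 5.65 (SD, n = 3) in GFP Ctrl, a ratio of 1.27. After miR-34sp it was 49.7 ± 1.37 (SD, n = 3) against 39.5 ± 4.26 (SD, n = 3), a ratio of 1.26. The number of transcripts down-regulated in both was also 1, with 1.22 given by chance (Fisher's exact test, p = 1). This was Crygn (NM_153076) on chromosome 5 from 24256821 to 24263826, with a ratio of 0.636 after miR-9sp and 0.65 after miR-34sp. With the requirement of more than 10 reads in every mouse, 0 were down-regulated in both. Crygn could not meet this requirement, with 5.83 to 9.26 scaled reads in the GFP-miR-9sp mice. Across the 12673 transcripts tested in both experiments, the edgeR log2 fold changes after miR-9sp and miR-34sp had a Pearson's r of 0.047, and -0.006 over the 9294 with a mean read number above 100. Transcripts are not independent replicates, so no p is given for r. The difference between the 2 sponge effects was tested directly in a model of all 12 mice. None of 13193 transcripts (0) had an adjusted p under 0.05 for that difference in edgeR, and 452 and 363 had an unadjusted p under 0.05 in the 2 directions.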

The function of the significantly altered genes in each miRNA sponge experiment were further analysed using DAVID gene ontology analysis, with respect to GO_BP and KEGG pathways (Fig. 4C). miR-124 inhibition (red bars) resulted in significant up-regulation of genes (n = 815; Fig 4C, right) involved in 114 GO_BP and KEGG pathways, including synaptic plasticity and transmission of nerve impulse in the top 10 most significant terms. 

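Among the 64 up-regulated transcripts after miR-9sp, the median ratio to GFP Ctrl was 1.29. The largest ratio, 2.13, was that of Prss8 (NM_133351), a serine protease gene on chromosome 7 of mm9 from 135069239 to 135073627, with a scaled read number of 29.6 ± 5.44 (SD, n = 3) against 13.9 ± 4.77 (SD, n = 3). Scgn (NM_145399, chromosome 13, 24045325 to 24083083), which encodes a calcium-binding protein, had 23.5 ± 3 (SD, n = 3) against 12 ± 1.3 (SD, n = 3), a ratio of 1.95. Rnf17 (NM_001033043), Stoml1 (NR_028146) and Gm1715 (NR_045333) followed with ratios of 1.78, 1.74 and 1.67. The edgeR adjusted p of each of these 5 transcripts was 0.968. DAVID's terms were not used here, and a list of cell adhesion gene symbols written before the data were examined took their place. On it were 2 of the 64 up-regulated transcripts (3.12%) and 2.24% of the other detected ones (Fisher's exact test, two-sided p = 0.656). They were Nlgn1 (NM_001163387, chromosome 3, 25330733 to 26032656), which encodes a synaptic adhesion protein, and Reln (NM_011261, chromosome 5, 21390272 to 21850523), which encodes an extracellular matrix protein. Reln had 3300 ± 285 reads (SD, n = 3) after miR-9sp and 2674 ± 262 (SD, n = 3) in GFP Ctrl, a log2 fold change of 0.32 (standard error 0.07, edgeR adjusted p = 0.968). Nlgn1, with 2 transcript entries, had 20.1 ± 0.394 (SD, n = 3) against 15.4 ± 1.8 (SD, n = 3), a log2 fold change of 0.40 (standard error 0.23, edgeR adjusted p = 0.968).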

Significantly down-regulated genes (n = 1435; Fig. 4C, left) were implicated in 68 GO_BPs and KEGG pathways, including the ribosome and in neurodegenerative diseases such as Huntington’s, Alzheimer’s, and Parkinson’s disease in the top 10 most significant terms. miR-9 inhibition (brown bars) resulted in an up-regulation of 31 genes involved in 3 GO_BPs and KEGG pathways related to cell adhesion. Conversely, significantly down-regulated genes (n = 69) after miR-9 inhibition were enriched for 20 GO_BPs and KEGG pathways, including endocytosis, phagocytosis and cell death in the top 10 most significant terms. 

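The 137 down-regulated transcripts after miR-9sp had a median ratio to GFP Ctrl of 0.729. The smallest ratios were those of Synpr (NM_001163032, 0.325), the RIKEN transcript NR_102319 (0.398), Vmn2r29 (NM_001113468, 0.403), Lims1 (NM_026148, 0.444) and Ogt (NM_139144, 0.463). All 5 had low read numbers. Synpr, NR_102319, Vmn2r29 and Lims1 fell below the read limit of the edgeR model and were not tested in it. Synpr, on chromosome 14 of mm9 from 14117294 to 14447973, had a scaled read number of 4.37 ± 1.36 (SD, n = 3) after miR-9sp and 13.4 ± 3.39 (SD, n = 3) in GFP Ctrl. Ogt, on chromosome X from 98835399 to 98879690, had 7.5 ± 1.83 (SD, n = 3) against 16.2 ± 0.678 (SD, n = 3). Synpr, Vmn2r29, Lims1 and Ogt each had more than 1 transcript entry.
A list of phagocytosis, endocytosis and cell death symbols, written before the data were examined, stood in for DAVID's terms. It held 5 of the 137 down-regulated transcripts (3.65%) and 1.1% of the other detected ones, an odds ratio of 3.4 (Fisher's exact test, two-sided p = 0.0194). Fcer1g (NM_010185, chromosome 1, 173159703 to 173164496), an Fc receptor subunit gene, had 207 ± 9.98 reads (SD, n = 3) in GFP Ctrl and a ratio of 0.764 after miR-9sp, with an SD of 18.1 reads between the 3 sponge mice. Tlr2 (NM_011905, chromosome 3, 83640195 to 83645689), a toll-like receptor gene, had 33 ± 6.23 (SD, n = 3) against 44.1 ± 0.408 (SD, n = 3). For Pmaip1 (NM_021451, chromosome 18, 66618258 to 66625204), which encodes a pro-apoptotic protein, the values were 36.6 ± 2.87 (SD, n = 3) and 48.5 ± 4.66 (SD, n = 3). Dapk2 (NM_010019, chromosome 9, 66006030 to 66120049), a death-associated kinase gene, had the largest change of the 5, with 15.5 ± 4.58 (SD, n = 3) against 27.4 ± 4.5 (SD, n = 3). Mfge8 (NM_008594, chromosome 7, 86278655 to 86293946), which encodes a protein for the uptake of apoptotic cells and has 2 transcript entries, had 14 ± 0.673 (SD, n = 3) against 19.2 ± 1.39 (SD, n = 3). In each of the 5 genes the sponge mice lay below the GFP Ctrl mice, as in all transcripts that passed the criterion on this side, so their separation follows from the selection. The edgeR adjusted p was 0.968 for each. Microglia markers as a set were also lower after miR-9sp, by a log2 shift of -0.06 with 10 of 12 lower. Whether a difference in the cells taken contributes to this list was not tested.

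**Figure D1:**
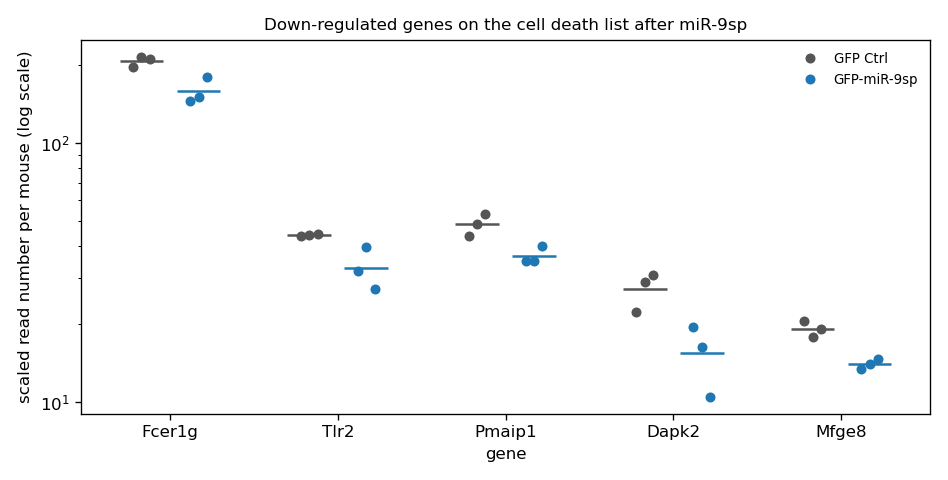
Scaled read number per mouse, on a log axis, of the 5 down-regulated genes on the list of phagocytosis, endocytosis and cell death symbols, with 3 GFP Ctrl mice (grey) and 3 GFP-miR-9sp mice (blue) as points and the group mean as a line. In each gene all 3 GFP-miR-9sp mice lie below all 3 GFP Ctrl mice, which holds for every transcript that passed the criterion as down-regulated.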

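Up-regulated transcripts after miR-34sp numbered 99, with a median ratio to GFP Ctrl of 1.35. The largest ratio, 2.05, was that of Lncppara (NR_110483), a non-coding transcript with 48.9 ± 4.6 scaled reads (SD, n = 3) after miR-34sp and 23.9 ± 3.52 (SD, n = 3) in GFP Ctrl (edgeR adjusted p = 0.169). Sec1 (NM_001271578), Cited4 (NM_019563), Gm15319 (NM_001177408) and Gm14391 (NM_001177480) followed with ratios of 1.85, 1.82, 1.8 and 1.77. A list of symbols of G-protein coupled receptors and neuroactive ligand receptors, written before the data were examined, held 4 of the 99 (4.04%) and 2.15% of the other detected transcripts (Fisher's exact test, two-sided p = 0.167). Rxfp1 (NM_212452, chromosome 3 of mm9, 79448638 to 79541716), a relaxin receptor gene, had 82.4 ± 13.6 reads (SD, n = 3) against 48.5 ± 2.26 (SD, n = 3), a log2 fold change of 0.77 (standard error 0.17, edgeR adjusted p = 0.237). Gpr151 (NM_181543, chromosome 18, 42737674 to 42739306), an orphan receptor gene, had 16.7 ± 1.81 (SD, n = 3) against 10.8 ± 0.957 (SD, n = 3). The glutamate receptor gene Gria2 (NM_001039195, chromosome 3, 80488858 to 80606713) had 364 ± 10.5 (SD, n = 3) against 293 ± 19.3 (SD, n = 3), a log2 fold change of 0.31 (standard error 0.07, edgeR adjusted p = 0.288). For Gria4 (NM_019691, chromosome 9, 4417899 to 4796234) the values were 43.4 ± 4.61 (SD, n = 3) and 29.8 ± 5.5 (SD, n = 3). Gria2 and Gria4 each have 3 transcript entries, and these values belong to 1 entry of each.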

The inhibition of miR-34 led to significant up-regulation of 82 genes enriched in 2 GO_BPs; neuroactive ligand-receptor interaction and the G-protein coupled receptor protein signalling pathway. Conversely, miR-34 inhibition resulted in significant down-regulation of 75 genes involved 15 GO BPs and KEGG pathways, including regulation of signal transduction, cell communication and pathways in cancer in the top 10 most significant terms. 

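The 159 down-regulated transcripts after miR-34sp had a median ratio to GFP Ctrl of 0.674. The largest changes were those of Wdr72 (NM_001033500, ratio 0.025), Ttr (NM_013697, 0.0486), Wfdc2 (NM_026323, 0.0589), Tmem72 (NM_178768, 0.0646) and Aqp1 (NM_007472, 0.0769). Ttr encodes transthyretin and lies on chromosome 18 of mm9 from 20823751 to 20832825. Its scaled read number was 964 ± 527 (SD, n = 3) after miR-34sp and 19829 ± 10932 (SD, n = 3) in GFP Ctrl, a log2 fold change of -4.34 (standard error 0.49, edgeR adjusted p = 0.0266). Tmem72 (chromosome 6, 116642648 to 116666931), which encodes a transmembrane protein, had 5.33 ± 2.21 (SD, n = 3) against 82.5 ± 39.8 (SD, n = 3), a log2 fold change of -3.83 (standard error 0.48, edgeR adjusted p = 0.0361). The water channel gene Aqp1 (chromosome 6, 55286426 to 55298549) had 7.89 ± 1.99 (SD, n = 3) against 103 ± 52.4 (SD, n = 3), a log2 fold change of -3.63 (standard error 0.48, edgeR adjusted p = 0.0376). Slc16a8 (NM_020516, chromosome 15, 79081444 to 79085191), a monocarboxylate transporter gene, had 7.24 ± 1.39 (SD, n = 3) against 30.4 ± 4.57 (SD, n = 3), a log2 fold change of -2.06 (standard error 0.28, edgeR adjusted p = 0.0426). These 4 were the only transcripts with an edgeR adjusted p under 0.05, and leaving out single mice gave between 0 and 60 such transcripts. In counts simulated without a change at the depth of this experiment, the same model called 3 transcripts. Each transcript was simulated independently there, so genes that vary together between mice were not represented. Ttr, Tmem72 and Aqp1 are on a list of choroid plexus markers written before the data were examined, and Ttr also varied between the mice of the miR-9 experiment, from 323 to 15383 scaled reads. All 13 detected markers of that list were lower after miR-34sp, with a mean log2 shift of -2.94 from other genes. An unequal amount of choroid plexus in the dissected tissue may account for these changes, and an effect of miR-34sp cannot be told apart from it.

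**Figure D2:**
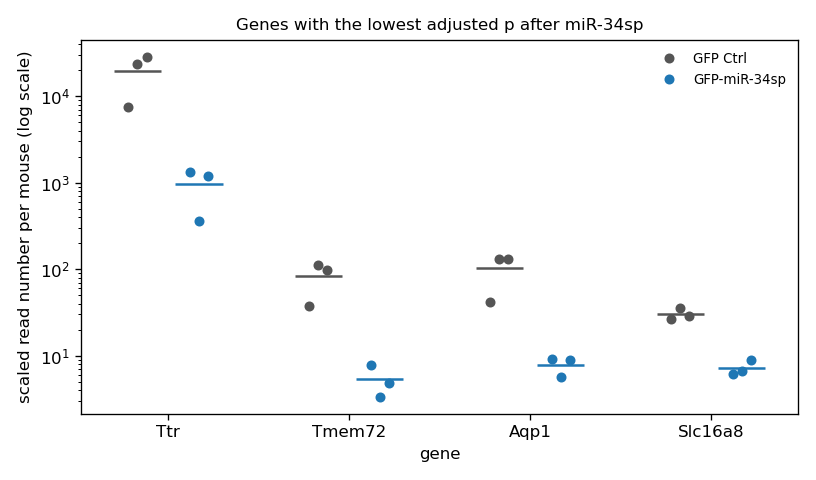
Scaled read number per mouse, on a log axis, of the 4 genes with an edgeR adjusted p under 0.05 after miR-34sp, with 3 GFP Ctrl mice (grey) and 3 GFP-miR-34sp mice (blue) as points and the group mean as a line. In each gene the GFP-miR-34sp mice lie below the GFP Ctrl mice, for Ttr at 361 to 1338 against 7523 to 28418 scaled reads. Ttr, Tmem72 and Aqp1 are on a list of choroid plexus markers, and all 13 detected markers of that list were lower after miR-34sp.

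A list of blood vessel development symbols was written before the data were examined, although the paper's text does not name this function. It held 4 of the 159 (2.52%) and 0.871% of the other detected transcripts (Fisher's exact test, two-sided p = 0.0537). When the criterion was tested on log2 values, 5 of 193 were on the list (Fisher's exact test, p = 0.0291), and with more than 10 reads in every mouse 3 of 113 (Fisher's exact test, p = 0.0887). Fgf2 (NM_008006, chromosome 3, 37211441 to 37304299), a fibroblast growth factor gene, had 11.1 ± 1.28 reads (SD, n = 3) after miR-34sp and 18.8 ± 2.83 (SD, n = 3) in GFP Ctrl. The Notch pathway genes Hey2 (NM_013904, chromosome 10, 30552165 to 30562607) and Dll4 (NM_019454, chromosome 2, 119151520 to 119161698) had ratios of 0.695 and 0.688. The ratio of the metalloproteinase gene Mmp2 (NM_008610, chromosome 8, 95351227 to 95377316) was 0.829. The edgeR adjusted p of these 4 lay between 0.393 and 0.825.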

Comparison of any pair of miRNA sponge experiments showed only shared enrichment of a few GO_BPs and KEGG pathways (Fig. 4C, stacked bars). For example, significantly up-regulated genes after inhibition of miR-124 and miR-9 were both enriched for the GO terms biological adhesion, cell adhesion and cell-cell adhesion (Fig. 4C, brown and red stacked bars on right). However, different transcripts were responsible for this enrichment, showing the distinct transcriptome changes caused by inhibition of each miRNA.

### Pathway analysis underlines distinct transcriptome changes after inhibition of individual miRNAs

Analysis of up- and down-regulated genes after miRNA inhibition was also performed with respect to canonical pathways, upstream analysis and disease/function analysis using Ingenuity Pathway Analysis (IPA; see more details in Methods; see Supplementary Table S2A-C). In particular, we focused our additional investigation on the transcriptome changes observed after miR-124 inhibition. miR-124sp expression resulted in significantly altered levels of mRNAs that were enriched in canonical pathways such as EIF2-, calcium- and mammalian target of Rapamycin (mTOR) signalling (Fig. 5A). Upstream analysis of observed transcriptome changes further identified effects on two specific genes; inhibited function of mTOR (Fig. 5B, upper panel) and activated function of Fragile X mental retardation 1 (FMR1; Fig. 5B, lower panel). mTOR has been strongly linked to cellular growth and synaptic plasticity^33^, and FMR1 is essential for cognitive brain development^34^. FMR1 contains a partial predicted target site for miR-124, which may contribute to the activation of FMR1 function upon miR-124 inhibition (TargetScan Mouse 6.2). mTOR does not contain any target sites for miR-124, and is therefore most likely inhibited as a secondary effect. With regards to disease/functional analysis, miR-124sp-injected mice exhibited transcriptional changes in mRNAs involved in nervous system development and function, neurological disease, cell-to-cell signalling and interaction, and psychological disorders (Fig. 5C). Comparison of the three miRNA sponge experiments demonstrated distinct patterns of altered canonical pathways (see Supplementary Table S2A), upstream regulators (see Supplementary Table S2B) and diseases & biological functions (see Supplementary Table S2C). Thus, this pathway analysis further underlines the distinct effect of three individual miRNAs on the function of hippocampal neurons.

To validate the accuracy and reproducibility of the mRNA-seq data set, we performed a microarray analysis on miR-124sp RNA samples. Analysis of the microarray data showed a good correlation between up- and down-regulated genes using the two techniques (see Supplementary Fig. S1A, compare top and bottom panels). Furthermore, comparison of gene ontology analysis in the significantly altered genes of each respective analysis showed 8 of 10 exact matches of GO_BPs and KEGG pathways (see Supplementary Fig. S1B, compare top and bottom panels). These data confirm that mRNA-seq is a robust technique to study transcriptome changes following miRNA inhibition in mouse hippocampus.

### Inhibition of individual miRNAs in the hippocampus affects cognition

To study the role of the three miRNAs in hippocampus-dependent behaviour, we conducted a battery of behavioural tests seven to eight weeks after AAV-sponge injection. Interestingly, all groups injected with miRNA sponges exhibited an altered cognitive phenotype in the Morris Water Maze (MWM) task of spatial learning and memory in comparison to each corresponding GFP Ctrl group (Fig. 6). Over three consecutive training days with two blocks (B = paired trial averages) each, miR-124sp-injected mice displayed a different learning pattern in comparison to GFP Ctrls (Fig. 6A). miR-124sp injected mice learned to swim significantly shorter distances than GFP Ctrls in order to find the hidden platform (PF) in opaque water using specific visual cues for orientation. In B1, miR-124sp-injected mice and GFP Ctrls swam 1051+/− 331 cm and 895+/− 334 cm, respectively (mean+/− standard deviation). At B6, the equivalent values were 340.6+/− 196cm and 592+/− 313 cm for the two groups, respectively. No difference was observed between the two groups in a probe trial (Fig. 6B) or in a visible platform test (see Supplementary Fig. S2A). To verify the improved learning of the miR-124sp mice, we adapted a spontaneous alternation task (SAT) test^35^,^36^. In this symmetrical walled plus-shaped maze, we analysed the spontaneous alternation of the mice between the four arms during 10 min of unimpeded exploration. A SAT score was calculated, taking into account the arm choices in succession together with the total number of entries. This SAT score serves as a measure of working memory capacity. In line with our previous findings in the MWM, miR-124sp-injected mice received significantly higher SAT scores than GFP Ctrls, indicating an enhanced working memory (Fig. 6C). The total number of arm entries was not significantly different when comparing the two groups (see Supplementary Fig. S2BM). In the Open Field test of general activity and in the Elevated plus maze test of anxiety-like behaviours, no difference was detected between miR-124sp-injected mice and GFP Ctrls (see Supplementary Fig. S2C–D). In summary, miR-124sp-injected mice exhibited improved learning and working memory in comparison to GFP Ctrls, without any effect on general activity or anxiety-related behaviours.

Behaviour was also analysed after injection of the miR-9 sponge. In contrast to miR-124sp-injected mice, miR-9sp-injected mice did not learn to find the location of the MWM PF as quickly as GFP Ctrls, thus implicating impaired learning in the MWM training phase (Fig. 6D; n = 20). The experimental groups performed equally well in the subsequent MWM probe test (Fig. 6E), the MWM visible platform test (see Supplementary Fig. S2E), the SAT task (Fig. 6F; see Supplementary Fig. S2F), and in tests of general activity (Open Field; n = 8; see Supplementary Fig. S2G) and anxiety-like behaviour (Elevated plus maze; n = 20, see Supplementary Fig. S2H).

In contrast to miR-124 and miR-9 inhibition, miR-34sp injection did not affect performance during the MWM training phase (Fig. 6G). However, in the subsequent MWM probe test, where the platform had been removed from the arena, mice with inhibited miR-34 function did not spend a significant proportion of time in the target (T) quadrant in comparison to the opposite (O) quadrant (Fig. 6H). Thus, these mice displayed an impaired capacity to retain reference memory. No difference was detected between the two experimental groups with regards to the MWM visible platform test (see Supplementary Fig. S2I) or short-term working memory in the SAT task (Fig. 6I; see Supplementary Fig. S2J). Behavioural testing also showed equal levels of general activity and anxiety-like behaviour (see Supplementary Fig. S2K-L).

## Discussion

In this study, we demonstrate the use of AAV-delivered miRNA sponges to inhibit the activity of specific miRNAs in neurons of the adult mouse hippocampus. We and others have previously demonstrated that miRNA sponges can inhibit miRNA function *in vivo*, including studies in the brain^12^,^17^,^30^,^31^,^32^,^37^. In this study, we demonstrate global transcriptome changes caused by miRNA sponges, including a general up-regulation of predicted probable targets for the inhibited miRNAs. Furthermore, the inhibition of the three individual miRNAs; miR-124, miR-9 and miR-34, led to distinct transcriptome changes with minimal overlap between the different miRNAs. Thus, AAV-delivered sponges are a versatile tool to study miRNA function in the adult brain.

A major hurdle in the study of miRNAs is the identification of direct target genes in different tissues. In this study, we took advantage of a previous data set^8^ identifying transcripts bound to AGO2 in hippocampal neurons and thus likely to be direct targets of miRNAs. By combining this gene list with predicted, conserved target sites (TargetScan) we generated separate lists with high-confidence probable targets for miR-124, miR-9 and miR-34, respectively. We found that high-confidence probable targets were up-regulated in cells of the hippocampus upon AAV-sponge injection. This up-regulation was modest and on average represented a 10% increase in mRNA levels. Although this small increase may be partially explained by technical issues, such as the transcriptome analysis of bulk tissue rather than only analysing mRNA in neurons, and the in-complete neuronal targeting of the AAV vector, the modest up-regulation is line with what has been previously reported^2^,^5^. Similarly to the modest transcriptional regulation, we also detected mild but significant phenotypes in behavioural tests, indicating that each miRNA modulates behaviour in a distinct manner. Taken together, these observations strengthen the idea that each miRNA form parts of large gene networks, in which it impacts on a low scale per gene, and with a greater impact on a genome-wide level.

The inhibition of miR-124 led to vast transcriptome changes and improved performance in the MWM task and the SAT test. These findings suggest that inhibition of miR-124 in hippocampal neurons results in a similar cognitive enhancement as obtained after Dicer deletion in the adult forebrain^6^. Thus, miR-124 play an important role in regulating hippocampal spatial learning and memory function. miR-124 is highly expressed in mouse hippocampus, accounting for 15% of all miRNAs in this brain region, as determined using RNA-seq^13^. In addition, we have previously shown that miR-124 targets hundreds of genes in hippocampal neurons^8^. These miR-124 targets were highly enriched for genes involved in transcription, which is likely to cause large-scale downstream transcriptional changes.

In the present study, we performed a detailed transcriptome analysis in hippocampal neurons after miR-124 inhibition. We found up-regulation of genes involved in synaptic plasticity and in the regulation of transmission of nerve impulse. These transcriptional changes fit well with the observed behavioural phenotype of miR-124sp-injected mice and implicate dysregulation of miR-124 in both psychiatric and neurodegenerative disorders. Furthermore, we observed down-regulation of genes related to translation and neurodegenerative disease, which is of high interest for future studies.

Inhibition of miR-9 resulted in a mild learning impairment in the MWM training phase. In line with these findings, down-regulation of miR-9 has previously been shown in hippocampal neuronal cell culture models stimulated with amyloid-beta peptides, which are known to play decisive roles in memory-related disorders^38^. Decreased miR-9 expression has also been reported in post-mortem samples from several brain regions of Alzheimer’s disease patients^38^,^39^,^40^. In our study, the inhibition of miR-9 led to up-regulation of genes involved in cell adhesion and down-regulation of genes involved in cell death, pointing to roles of miR-9 in axon guidance, synaptic function and neurodegeneration. It has previously been shown in culture that miR-9 inhibition using locked nucleic acid inhibitors (LNAi) causes larger axon lengths and a decreased number of branches per neuron^24^. These highly stable LNAi molecules inhibit specific target miRNAs from exerting their function, similarly to the sponges used in our study. However, a difference from our study is that these LNAi were delivered as a single dose in the experiment, in comparison to our work, where we obtained continuous expression of sponges using AAV vectors. Cellular analysis of axon lengths and dendritic branches was not technically feasible in our setting due to the high density of GFP positive neurons, which increases the difficulty of distinguishing separate sponged neurons in the hippocampus. However, the possibility of a role for miR-9 in axon guidance suggests further investigation *in vivo*.

Lastly, miR-34 inhibition in adult mouse hippocampal neurons resulted in a mild impaired performance in the MWM probe trial, where miR-34sp-injected mice were unable to retain the memory of the platform location. Two previous studies analysing increased levels of miR-34 have implicated this miRNA in ageing and memory function. Firstly, an increased median lifespan was detected after over-expression of this miRNA in *Drosophila*^41^. Secondly, and an increased level of miR-34 in wild-type mice led to impaired associative learning and memory^14^. Our results adds to the complex role of miR-34 in the adult brain.

Our data also show that miR-34 is, in addition to being present in neurons, expressed in glial cells, which may occlude additional information in mRNA-seq data obtained in this work. In our study, the presence of identical miR-34 target genes in glia may partially explain why our neuron-specific inhibition of this miRNA led to milder transcriptome changes in the total mRNA-seq representing the transcriptome of all hippocampal cells, including glia. This is in contrast to the experiments analysing inhibition of miR-124 and miR-9, as these two miRNAs are not expressed in glia, and not in microglia, respectively. Future studies may be employed dissecting the role of miR-34 in specifically hippocampal neurons, as has previously been achieved in other cell types, through cell-specific extraction of RNA^5^. Also, further comparison between the three miRNAs, revealed that shared probable targets with any of the two other miRNAs accounted for 26%, 36% and 46% for miR-124, miR-9 and miR-34, respectively. This means that 46% (26 + 11 + 16 transcripts, see Fig. 3A, right panel) of the probable targets for miR-34 were likely to be influenced by compensatory effects after miR-34 inhibition by miR-124 and miR-9 alone. In addition to all other potentially targeting miRNAs expressed in the hippocampus, this example using three miRNAs visualises the highly complex network through which these regulatory RNAs exert their function upon the transcriptome.

In summary, this study shows the importance of specific miRNAs in hippocampal function. Our findings warrant further studies investigating the implications of these and other miRNAs in neuronal function, and in psychiatric and neurodegenerative disorders.

## Methods

### Adeno-associated viral vectors

The sponge sequences for all vectors used in this work were designed according to^31^, synthesised (Genscript) and cloned into adeno-associated viral (AAV) transfer vectors. The sponge sequences contained eight imperfectly complementary target sites in succession. The viral vectors used in this study were pseudotyped AAV2/5 vectors. The transfer plasmids were cloned using standard techniques. Transgene expression was driven by a human synapsin promoter and all vectors contained a WPRE-element and a late SV40 poly-A sequence. The AAV vectors were produced using a double-transfection method with the appropriate transfer plasmid and the helper plasmid, containing the essential adenoviral packaging genes, as described previously^42^. Vectors were purified by iodixanol step gradients and Sepharose Q column chromatography. The purified viral vector suspension was titrated with TaqMan quantitative PCR and primers targeting the WPRE sequence. The final titers of the injected AAV vector suspensions were between 2.1 × 10^14^ and 4.8 × 10^14^ genome copies/ml.

### AAV injections

All animal-related procedures were approved by and conducted in accordance with the committee for use of laboratory animals at Lund University, Sweden and with the European Communities Council Directive of November 24, 1986 (86/609/EEC). Careful consideration using the three R’s; Replacement, Reduction and Refinement were made to minimise pain, discomfort and stress of the experimental animals. Male C57BL/6 mice of 10 weeks of age were used for AAV sponge injections. Mice were anaesthetised using 2% v/v isofluorane in 0.4 l/min O_2_ and 1.0 l/min N_2_O. Buprenorphine (Temgesic) was applied subcutaneously, followed by intrahippocampal injections of AAV vector suspensions. To this end, four holes were drilled in the skull (two per hemisphere), followed by a total of six 1 μl deposits. The injection coordinates were calculated from bregma, in mm (anteroposterior; mediolateral; dorsoventral from dura): (−2.0;+/−1.4; −1.5), (−2.8;+/−2.7; −1.6) and (−2.8;+/−2.7; −3.7). All vector injections were conducted at 0.4 μl/min using a pulled glass capillary (outer diameter 60–80 μm) that was mounted on a 22-gauge needle and attached to a 5 μl Hamilton syringe. The needle was kept in the brain parenchyma for three minutes after each injection before it was slowly retracted.

### Transgenic mice

Transgenic miR.34.T.GFP sensor mice were generated at École Polytechnique Fédérale de Lausanne through lentiviral transgenesis, as previously described^12^,^17^,^32^. In brief, recombinant lentiviral vectors were injected into the perivitilline space of a fertilised embryo, which was in turn transplanted into a pseudopregnant mouse. The miR-124.T.GFP and miR-9.T.GFP transgenic mice have previously been described^17^,^27^.

### Immunohistochemistry

For immunohistochemical analysis after AAV sponge injection, wild-type mice were transcardially perfused with 4% paraformaldehyde (Sigma), the brains were post-fixed for a minimum of two hours and transferred to 30% w/v sucrose in water. Brains were sectioned coronally on a microtome (35 μm) and put temporarily in phosphate-buffered saline or stored long-term in an antifreeze solution. Standard immunohistochemistry was applied to free-floating sections, as published in detail elsewhere^32^. Primary antibodies used: chicken anti-GFP 1:1000 (Abcam), mouse anti-NeuN 1:1000 (Millipore). The dilution factor of the secondary antibodies was 1:500 (Alexa Fluor, Molecular Probes). Sections stained with 3,3′-diaminobenzidine (DAB) were produced similarly to fluorescence immunohistochemistry, with the addition of initial quenching, the use of a biotinylated peroxidase-bound secondary antibody, incubation in Elite ABC complex (Vector laboratories), followed by incubation in DAB solution and oxidation by hydrogen peroxide.

Adult transgenic miR-34.T.GFP sensor mice were sacrificed through cervical dislocation, the brain tissue was snap-frozen, sectioned and stained using standard immunohistochemistry, as previously described^17^.

### Behavioural testing

All behavioural testing was conducted during daytime and the experimenter was blind for the treatment conditions during all behavioural testing. Starting at seven weeks after vector injection, animals were exposed to the Open Field test (for general activity analysis), followed by the Elevated plus maze (for anxiety-like behavioural analysis), with one day of resting between the tests. The following week, the Morris water maze (MWM) test was used to evaluate spatial learning and memory. Additionally, a custom-made closed plus maze was used to test working memory capacity in a spontaneous alternation task (SAT). For further details on behavioural testing, see Supplementary Methods.

### RNA preparation and mRNA-sequencing

Ten weeks after injection, bilateral hippocampal tissue was quickly dissected from decapitated AAV vector-injected mice, snap-frozen and homogenised in Buffer RLT with 0.01% v/v β-merkaptoethanol in a TissueLyserLT at 50 Hz for two min. Total RNA was extracted using the RNeasy mini kit, following instructions of the supplier (Qiagen). A total of 12 mice were used for mRNA-seq. For each miRNA experiment (miR-9 and miR-34), we used three mice injected with AAV-GFP control (GFP Ctrl) and three mice injected with either AAV-GFP-miR-9sp or –miR-34sp. cDNA libraries of mRNA samples were prepared using the NuGEN Ovation RNA-Seq System including poly-A enrichment and Illumina high-throughput sequencing was applied to the samples by Clinical Microarray Core (UCLA, CA, USA). The raw sequencing data for the miR-124 experiment was previously described^8^.

### RNA analysis

In mRNA-seq, the total number of input reads (after trimming) were 252 246 253 (miR-9) and 153 793 712 (miR-34), respectively. The 50 bp single end reads were mapped to the mouse genome (mm9) and visualised in the UCSC genome browser. Reads were quantified to Refseq. The data was scaled according to the average read number per sample and these scaled values were used to analyse changes in RNA levels.

Gene ontology analysis was conducted using the online DAVID bioinformatics database tool (http://david.abcc.ncifcrf.gov). Genes with a read number >10 in the mRNA-seq data of GFP Ctrl mice in each respective miRNA experiment, were used in a background list for the functional annotation analysis of each data set. Using medium default stringency, we identified all (or the top 10 most highly) significantly enriched (p < 0.05) Gene Ontology biological processes (GO_BP) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in a functional annotation chart. KEGG pathways were labelled in bold font. For comparison between different miRNAs, any shared significant GO_BPs and KEGG pathways were visualised as stacked bars.

IPA was performed using all genes with a read number >10 across all samples of each of the three miRNA sponge experiments. The RefSeq ID, log2(average fold change in miRNA sponge/GFP Ctrl) and p-value (unpaired parametric t-test) were uploaded and a Core analysis was performed using standard settings with Refseq genome as ‘MouseRef-8 v2.0’, Confidence as ‘Experimentally observed’ and ‘High (predicted)’, in mammals (human, mouse, rat), ‘Tissues & Cell Lines’ as ‘Hippocampus’, with ‘Up/Downregulated genes’ using cut-offs log ratio as 0.2630344 and p-value <0.05.

Subsets of target mRNAs for each miRNA family were identified using different factors. In subsets containing probable miRNA targets, all genes had previously been identified as mRNAs present in the RISC of hippocampal neurons^8^. Furthermore, all genes in these subsets had at least one computationally predicted and evolutionary conserved target site for each respective miRNA (TargetScanMouse 6.2). Another subset (independent of identified probable targets) contained previously validated target genes for miR-124 using miRWalk 2.0^43^ and TarBase 7.0^44^.

The same RNA samples used for mRNA-seq were analysed using an Affymetrix microarray (SciBlu genomics). Significantly up- and down-regulated genes and affiliated GO_BPs and KEGG pathways in both datasets were compared. The 21 most up- and down-regulated genes in RNA-seq that were also detected in the microarray dataset were visualised.

### Statistical Analyses

Data was depicted in text and figures as mean+/− standard error of the mean (SEM), unless otherwise specified. Unpaired parametric two-tailed t-tests were used to analyse means of two groups. Two-way analysis of variance (ANOVA) with repeated measures and Sidak’s multiple comparisons test was used to calculate significant differences in the MWM training phase. Kolmogorov-Smirnov Z tests were used to determine significant differences between two cumulative fraction graphs. Fischer’s Exact test was used to calculate the p-value of data originating from IPA. The criterion for significance and thresholds for all analyses was p < 0.05.

## Additional Information

**Accession Numbers:** RNA-seq data was deposited in the Gene Expression Omnibus database at the NCBI under the accession number GSE68884.

**How to cite this article**: Malmevik, J. *et al.* Distinct cognitive effects and underlying transcriptome changes upon inhibition of individual miRNAs in hippocampal neurons. *Sci. Rep.* **6**, 19879; doi: 10.1038/srep19879 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

## Figures and Tables

**Figure 1:**
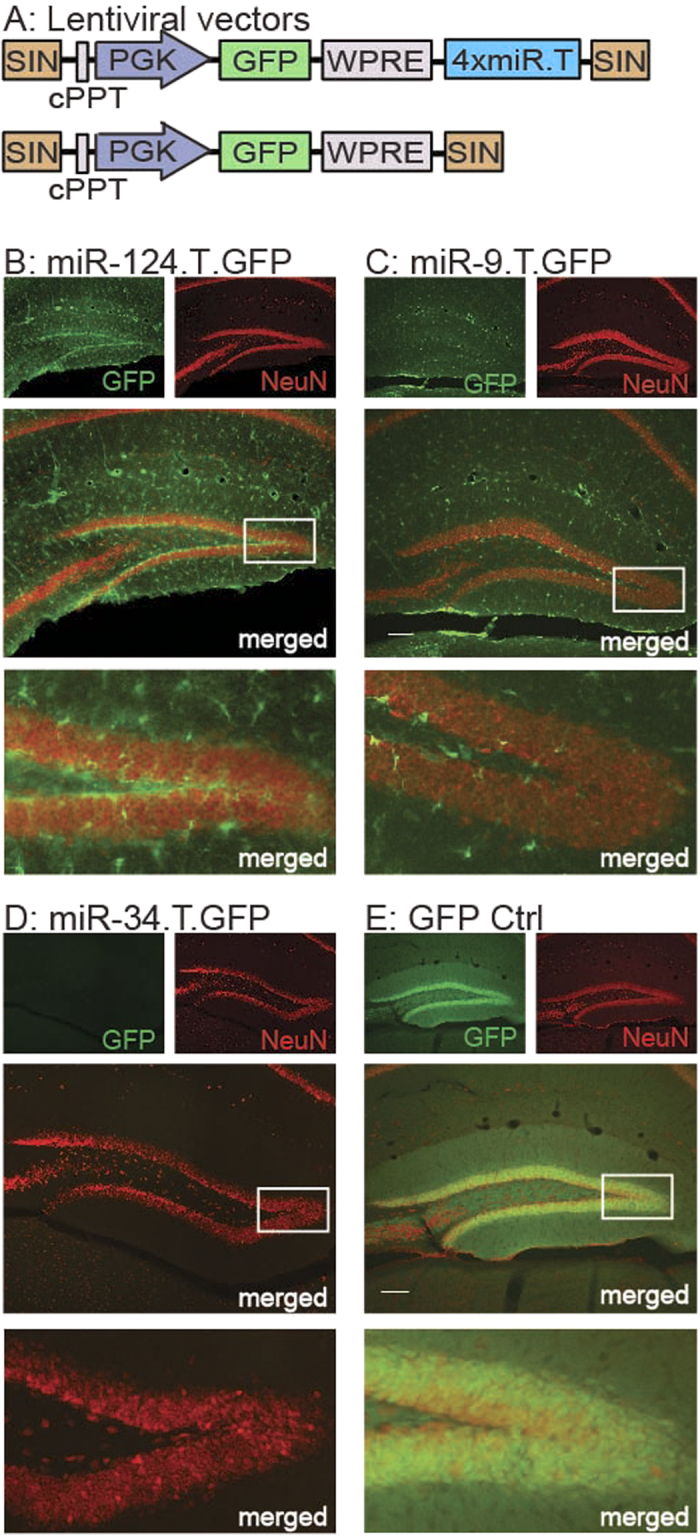
Activity of three miRNAs in hippocampal neurons. miRNA activity was visualised in transgenic mice using a negative GFP reporter system incorporating perfectly complementary binding sites for each respective miRNA. (**A**) Expression of the GFP reporter was achieved under the regulation of a PGK promoter with (upper panel) or without (lower panel; GFP Ctrl) the inclusion of four perfectly complementary target sites (miR.T) for a specific miRNA, separated by a WPRE element in a self-integrating (SIN) lentiviral vector. Lentiviral transgenesis resulted in integration of these vectors in all cell types. B-D) The presence of four perfectly complementary target sites for either miR-124 (**B**) miR-9 (**C**) or miR-34 (**D**), limited GFP expression to a subpopulation of cells or in no cells at all, indicating activity of each respective miRNA in GFP-negative cells. Hippocampal neurons were GFP-negative in miR-124.T.GFP, miR-9.T.GFP and miR-34.T.GFP mice, indicating the activity of each respective miRNA in these cells. miR-124.T.GFP mice displayed GFP expression, i.e. lack of miR-124 activity, in astrocytes and microglia (see Akerblom *et al*. 2012a), whereas only microglia had this characteristic in miR-9.T.GFP mice (see Akerblom *et al.* 2013). E) In GFP Ctrl transgenic mice, any cell type, including hippocampal neurons of the dentate gyrus, can express GFP. Scale bars in merged middle panels are 100 μm.

**Figure 2:**
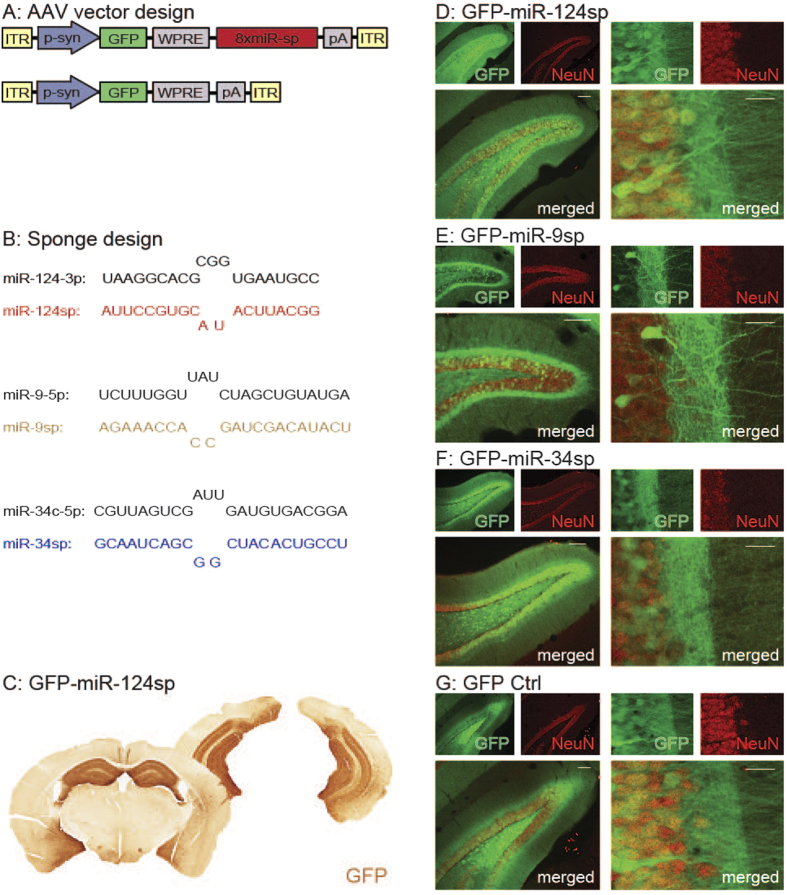
miRNA inhibition using AAV-miRNA sponges. (**A**) AAV-miRNA sponges were expressed in order to inhibit individual miRNA families. These vectors express a GFP reporter under the influence of a synapsin promoter (p-syn) with (upper panel) or without (lower panel; GFP Ctrl) the presence of eight imperfectly complementary target sites for a specific miRNA, all within inverted terminal repeats (ITRs) of an AAV2/5 vector. (**B**) The design of the miR-124sp, miR-9sp and miR-34sp sequences in comparison to the endogenous miRNA. (**C–G**). (**C**) DAB immunohistochemistry, (**D–G**) fluorescence immunohistochemistry. Injection of AAV2/5 pseudotyped vectors into the hippocampus (three locations per hemisphere), resulted in the expression of the GFP reporter in a majority of hippocampal neurons of the dentate gyrus in the presence of a miR-124sp sequence (**C**–**D**), a miR-9sp sequence (**E**), a miR-34sp sequence (**F**), or without such a sequence (**G**). Scale bars 100 μm (**D**–**G**); (left merged panels) and 20 μm (**D**–**G**); (right merged panels).

**Figure 3:**
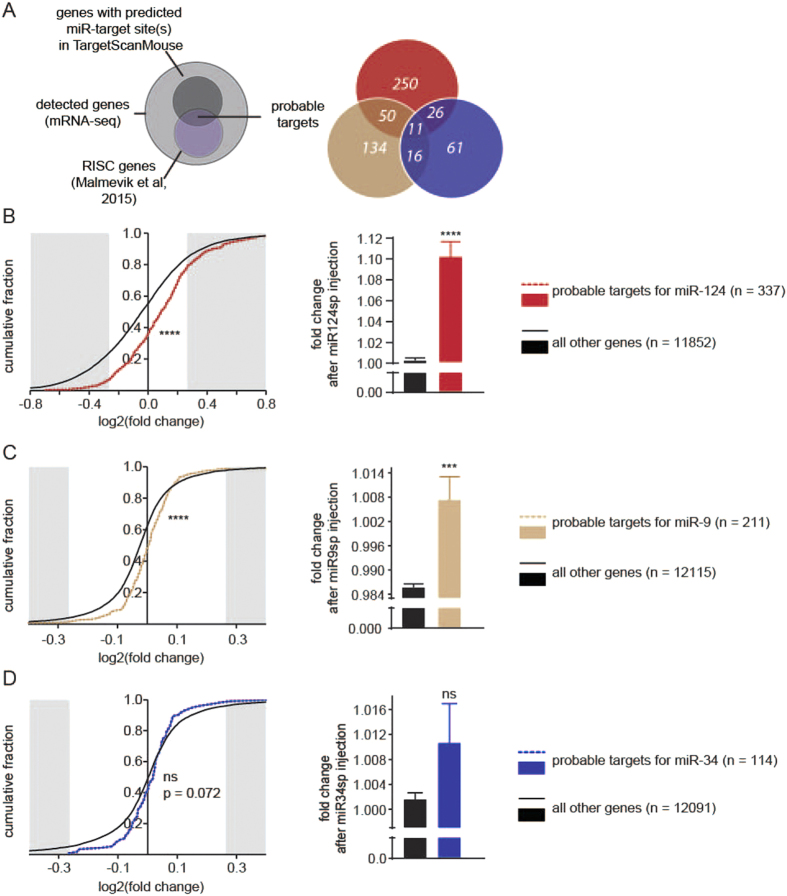
Transcriptome changes of probable targets after miRNA inhibition. (**A**) In the list of all detected genes using mRNA-seq after each respective miRNA inhibition (light grey), RISC genes (light purple; Malmevik *et al.* 2015) with at least one computationally predicted and evolutionary conserved target site for this miRNA (miR-target site(s); dark grey; TargetScanMouse 6.2) were identified as probable targets (overlapping area, left panel). Some probable targets were shared between the three analysed miRNAs (right panel). Each subset of probable targets was compared to all other genes in each respective miRNA sponge (miR-sp) experiment. (**B**) After miR-124 inhibition, this subset (n = 337, red/dotted, left panel) had a significantly different cumulative fraction distribution of its log2(fold change in miR-124sp/GFP Ctrl) in comparison to that of all other genes (n = 11852, black; ****p < 0.0001, Kolmogorov-Smirnov Z test), demonstrating up-regulated expression of miR-124 target genes. The genes of this subset (red bar, right panel) also had an overall higher average fold change after miR-124sp injection in comparison to all other genes (black bar; ****p < 0.0001, unpaired parametric two-tailed t-test). (**C**) Similarly, the equivalent subset of probable targets of miR-9 (n = 211; brown/dotted) had a significantly different fold change after miR-9sp inhibition in comparison to all other genes (n = 12115, black), as shown in a log2(fold change) cumulative fraction graph (**C**, left panel; ****p < 0.0001, Kolmogorov-Smirnov Z test) and in an overall fold change bar chart (**C**) right panel; ***p < 0.001, unpaired parametric two-tailed t-test). (**D**) The equivalent subset of probable targets of miR-34 (n = 114; blue/dotted) after miR-34sp inhibition exhibited the same trend as miR-124 and miR-9 in comparison to all other genes (n = 12091, black), however this did not reach significance. FC > 1.2 and FC < 1/1.2 are presented as shaded grey areas of each respective graph.

**Figure 4:**
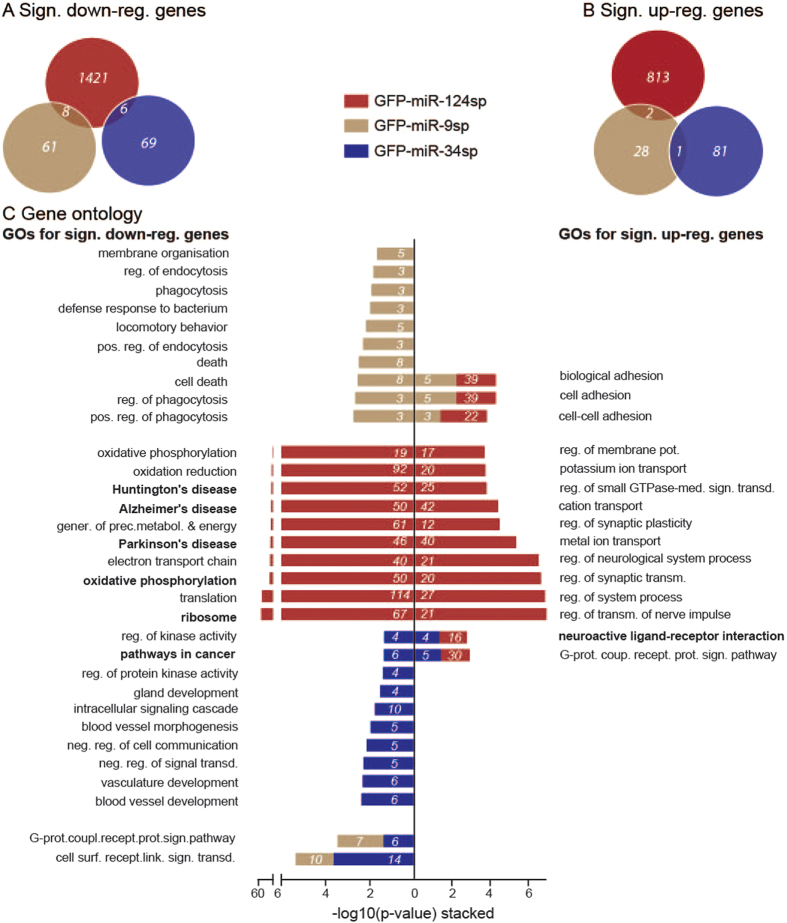
Specific transcriptome changes after inhibition of each miRNA. (**A**) Out of all detected genes in the total mRNA-seq, 1435, 69 and 75 genes were significantly down-regulated after miR-124, miR-9 and miR-34 inhibition, respectively. (**B**) For each of these three miRNA families, 815, 31 and 82 genes were significantly up-regulated. Very little overlap existed between the different miRNA inhibitions. (**C**) DAVID gene ontology analysis was performed on genes that were significantly down-regulated (left side) and up-regulated (right side) in each miRNA sponge experiment, showing the -log10(p-value) significance of each GO term (GO_BP, or KEGG pathway in bold) together with the total number of members enriched in this GO term (white text on each bar). All, or the top 10, GO terms are included and also any shared significant GO terms between the experiments (stacked bars).

**Figure 5:**
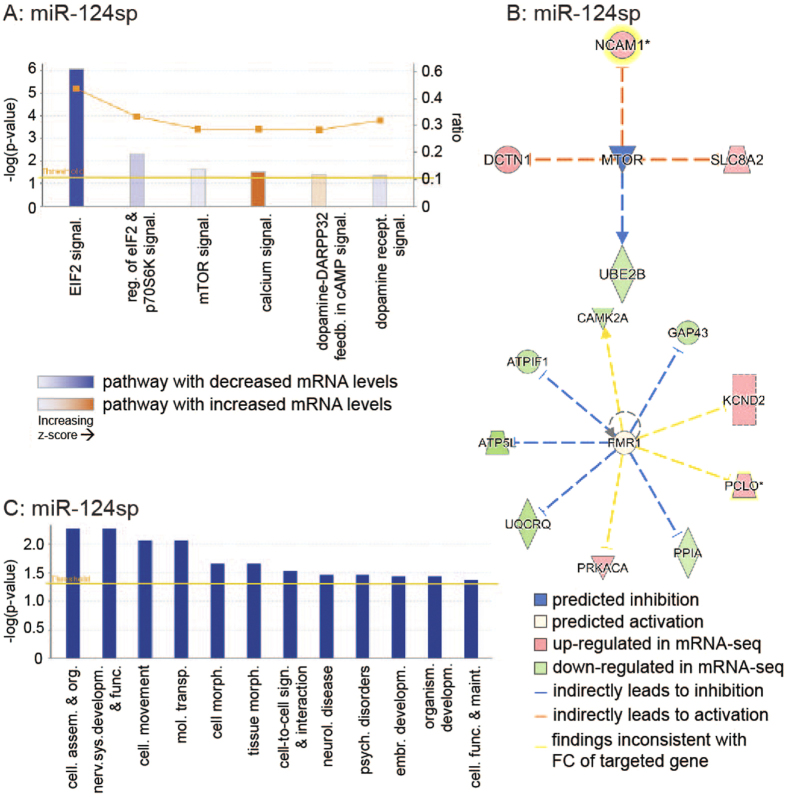
Ingenuity Pathway Analysis of transcriptome changes after miR-124 inhibition. miR-124 inhibition resulted in significantly altered levels of mRNAs enriched in (**A**) canonical pathways, (**B**) upstream regulators (**C**) and disease & biological functions. (**A**) miR-124sp injection led to differential expression of mRNAs involved in EIF2-, calcium- and mammalian target of Rapamycin (mTOR) signalling with each respective z-score, ratio and –log(p-value). The calculated z-score indicates a pathway with genes exhibiting overall increased mRNA levels (orange bars) or decreased mRNA levels (blue bars). The ratio (orange dots connected by a line) indicates the ratio of genes from the dataset that map to the pathway divided by the total number of genes that map to the same pathway, e.g. >40% for EIF2 signalling. (**B**) Potential upstream regulators identified in the miR-124sp dataset included mTOR (upper panel) and Fragile X mental retardation 1 (FMR1; lower panel). mTOR was predicted as an inhibited upstream regulator (blue; Fischer’s Exact test, *p = 0.0389), potentially causing indirect (dashed lines) activation of three mRNAs. The inhibition of mTOR was also predicted to have caused lowered activity of one mRNA. Genes were highlighted (yellow aura) when multiple transcripts were present in the dataset, upon which the maximum absolute fold change (FC) value of any one transcript was visualised. FMR1 was predicted to be an enhanced upstream regulator (lower panel; Fischer’s Exact test, *p = 0.047). The predicted activation of FMR1 was thought to result in indirect inhibition of five mRNAs. Four mRNAs were believed to be either inhibited or enhanced by FMR1 but displayed inconsistent findings in fold change after miR-124 inhibition (yellow dashed lines). (**C**) The IPA disease/function analysis confirmed that gene level alterations in miR-124sp-injected mice corresponded to neurological disease, nervous system development and function, and cell-to-cell signalling and interaction, among others. Threshold levels in (**A,C**) are based on significance (p = 0.05).

**Figure 6:**
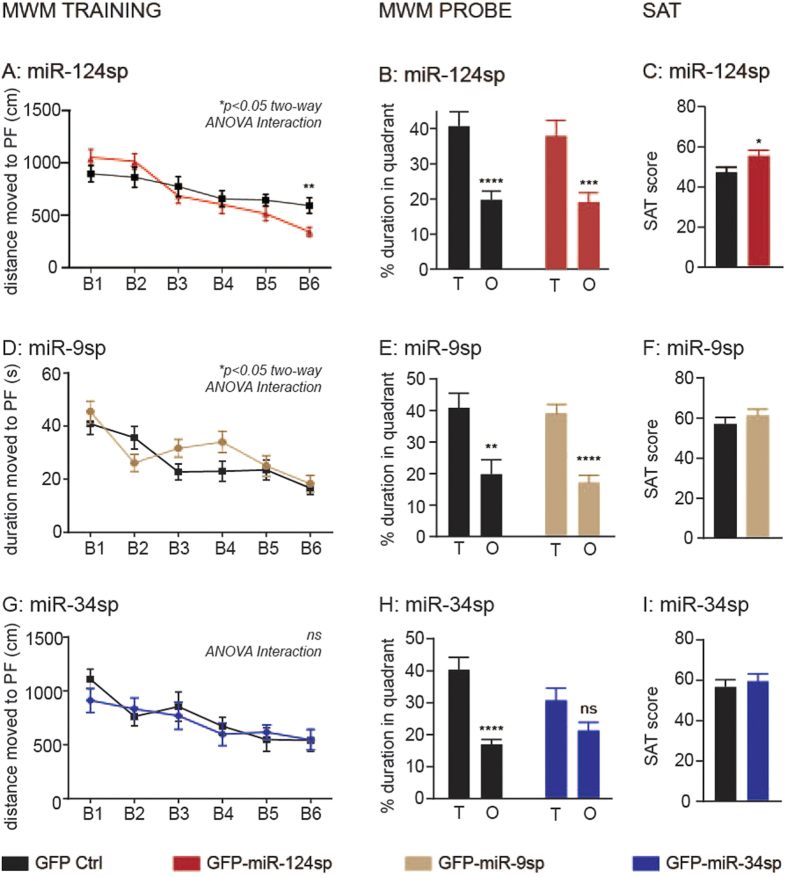
Specific cognitive effects after inhibition of each miRNA. (**A**) In a Morris Water Maze (MWM) test, miR-124sp mice swam significantly shorter distances over the paired trials (block 1 through 6; B1–B6) in order to find the hidden platform (PF; *p < 0.05 repeated measures two-way ANOVA with Sidak’s multiple comparisons test; Interaction between vector type and block). This was particularly evident in B6 (**p < 0.01; unpaired parametric two-tailed t-test). (**B**) The two experimental groups performed equally well in a MWM probe test (GFP Ctrl ****p < 0.0001; miR-124sp ***p < 0.001; unpaired parametric two-tailed t-tests). (**C**) In a spontaneous alternation task (SAT) test, miR-124sp-injected mice alternated between the arms of a symmetric plus maze to a larger extent than GFP Ctrls (*p < 0.05, unpaired parametric two-tailed t-test). (**D**) miR-9 inhibition resulted in impaired learning in the MWM training phase, where miR-9sp-injected mice learnt the task of finding the hidden platform differently from GFP Ctrl (*p < 0.05, repeated-measures two-way ANOVA with Sidak’s multiple comparisons test; Interaction between vector type and block). (**E**) There was no difference between the experimental groups in the MWM probe test, where both groups learnt the task (GFP Ctrl **p < 0.01; miR-9sp ****p < 0.0001; unpaired parametric two-tailed t-tests). (**F**) No significant difference was found in the SAT test between the groups. (**G**) miR-34 inhibition had no effect upon the training phase of the MWM. (**H**) However, while the GFP Ctrl mice learnt the MWM probe test (****p < 0.0001, unpaired parametric two-tailed t-test), the miR-34sp-injected group did not (ns p = 0.0522, unpaired parametric two-tailed t-test), indicating an impaired reference memory. (**I**) No significant difference was detected between the two groups in the SAT test.

How the deposited data were processed for this re-analysis (not part of the article)

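RNA from the dissected hippocampi of 12 male C57BL/6 mice was sequenced, in 2 experiments of 6 mice each. The methods describe poly-A enrichment for all libraries. The labels of the counts in the miR-9 experiment contain the word totRNA and those of the miR-34 experiment do not, and whether the preparation differed was not tested. The mice were injected at an age of 10 weeks and their tissue was taken 10 weeks later. The miR-9 experiment compared 3 GFP-miR-9sp mice with 3 GFP Ctrl mice, and the miR-34 experiment compared 3 GFP-miR-34sp mice with 3 other GFP Ctrl mice. Mice were assigned to conditions from their labels. The labels name the experiment of one set of GFP Ctrl mice, and the other set was assigned to the miR-9 experiment because the methods give 3 GFP Ctrl mice to each. The miR-124 experiment was not analysed here.

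The deposited values are raw counts, the number of reads that the authors counted on each RefSeq transcript after trimming the 50 bp single end reads and mapping them to mm9. They are whole numbers and do not include the scaling described in the methods. The authors also give, beside the counts, another kind of value, the length of each transcript entry in bases. The paper's text does not name the aligner, the counting tool or the rule for reads shared between transcripts. The table has 32850 transcripts, 28513 of them coding and 4337 non-coding, and 98.7% were joined to a gene symbol. The total counts per mouse were 17279620 to 24428477 in the miR-9 experiment and 11029604 to 16934133 in the miR-34 experiment. The smallest detectable share was taken as 3 reads. PCR copies of a molecule cannot be told apart in these reads, so such shares cover counting error only.

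Each mouse was scaled to the average total of its experiment. Transcripts with a mean scaled read number above 10 in the GFP Ctrl mice were taken as detected, which is the limit that the methods give for the background list. The paper's criterion was an unadjusted p under 0.05 in its unpaired two-sided test, taken with equal variances, and a ratio of group means above 1.2 or below 0.833. A second analysis used the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM normalization on transcripts with a mean scaled read number above 10 over the 6 mice, and an adjusted p (Benjamini-Hochberg) limit of 0.05. DESeq2 1.42.0 was the alternative tool. The sets of GFP Ctrl mice were compared with each other, and the difference between the sponge effects was tested in 1 model of all 12 mice. No pairing or batch term was used, because sponge and GFP Ctrl mice share no label that pairs them.

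Seed matches were searched in the longest 3′ UTR of each gene in GENCODE M1, which also gave the coordinates on mm9. An 8mer was the 7 bases complementary to the seed followed by A. The shift of genes with a site was the difference in mean log2 ratio from genes without one. Its two-sided p came from 10000 random gene lists matched on read number and 3′ UTR length, each variable in 5 classes. The heptamer was also ranked among all heptamers found in at least 100 genes, and the 8mer among 8mers ending in A that were found in a similar number of genes, within 1.5 times. The paper's lists of RISC genes and of TargetScan sites, DAVID and IPA were not used here. Lists of gene symbols for functions, and lists of marker genes of cell types and neighbouring tissues, were written before the data were examined and tested by Fisher's exact test or by matched random lists. The functions are named by the paper, except that its text does not name blood vessel development. The terms that its text names for genes down-regulated after miR-34sp were not tested. Lists, statistics and figures were made with Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

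The genes named in the text were chosen by a rule set before the data were examined. For each experiment these were the 5 transcripts with the largest and the 5 with the smallest ratio among those that passed the paper's criterion with all sponge mice on the same side of all GFP Ctrl mice. Any transcript with an edgeR adjusted p under 0.05 (at most 10) was added, as were genes that passed in both experiments and genes on the symbol lists of functions. Mtor and Fmr1, which the paper names, were added too.

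The alternatives were another tool, other size factors, other detection limits, transcripts summed by gene symbol, 1 model for all 12 mice, the unequal-variance form of the test, a test on log2 values with a pseudocount of 1, TMM-scaled read numbers, other definitions of sites and of random lists, and leaving out each mouse in turn. The detection limit of more than 10 scaled reads in each of the 3 GFP Ctrl mice was added after the values had been seen. The splits of the mice, the real one always included, numbered 10 for 3 mice against 3, and 100 were used where both experiments were split, drawn at random apart from the real one. The code was tested on simulated data. In counts simulated with 200 changed transcripts, edgeR recovered 85% and 86.5% of the changes of 2-fold in simulated miR-9 and miR-34 experiments, 66.5% and 67% of those of 1.5-fold, and 12.5% and 23.5% of those of 1.2-fold. Among 200 random gene lists, 5.5% had a p under 0.05.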

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

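The count of splits for the GFP Ctrl comparison was chosen only after the result was seen, and all other tests in this part were set before their results were seen.

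The paper does not compare the GFP Ctrl mice of its 2 experiments, which had received the same vector. Between them, 3249 of 13232 transcripts had an edgeR adjusted p under 0.05, 1426 higher and 1823 lower in the miR-9 experiment. This was the highest number among the 10 splits of these 6 mice, so the real split was the 1 of the 10 that gave as many, and the other 9 gave 0, with 144 to 544 transcripts at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1. After the reads had been thinned to equal depth, 2983 transcripts differed. With the trend over transcript length taken out, 2847 differed, and with the trend over GC content taken out, 2904 differed against 3000 for the same transcripts without that correction. Depth, length and GC content therefore leave most of the difference in place. The log2 differences between the sponge mice of the 2 experiments followed those between the GFP Ctrl mice, with r = 0.88 across 13028 transcripts, and 2686 transcripts differed between the sponge mice. These values are consistent with a difference between the experiments that all their mice share, such as library preparation or sequencing run. The labels of the counts contain the word totRNA in the miR-9 experiment only, although the methods describe poly-A enrichment for both, and whether the preparation differed was not tested. Of 9 sets of marker genes compared between the GFP Ctrl mice, choroid plexus markers shifted by -1.66 (13 of 13 lower in the miR-9 experiment, adjusted p = 0.0009), although the mice of the sets overlapped. The male set shifted by 0.21 (4 of 4 higher, adjusted p = 0.289), with the mice of the sets apart, and none of the 8 sets other than choroid plexus had an adjusted p under 0.05. The experiment and its batch cannot be told apart, and the design gives no condition by which these mice differ. Each sponge group was compared only with the GFP Ctrl mice of its own experiment.

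Choroid plexus markers, which the paper does not discuss, were lower after miR-34sp. The mean log2 fold change of the 13 detected markers differed from that of other genes by -2.94, and all 13 were lower. A permutation test with matched random lists gave p = 1e-04, the smallest they can give, and the value adjusted for 27 marker tests was 0.0009. Each of the 3 miR-34sp mice lay below each of the 3 GFP Ctrl mice in the mean of these markers (exact permutation test, p = 0.1, the smallest possible). After miR-9sp the shift was 0.00, with 6 markers higher and 7 lower, but this rests on group means in which 1 miR-9sp mouse weighs most, with 15383 scaled reads of Ttr against 426 and 323 in the other two. On the mean of log2 values per mouse, the markers differed by -0.70 after miR-9sp (exact permutation test, p = 0.6) and by -2.71 after miR-34sp. The difference between the 2 shifts was not tested. Between the GFP Ctrl mice of the 2 experiments, which received no sponge, the markers shifted by -1.66 (13 of 13 lower in the miR-9 experiment, adjusted p = 0.0009), and the mice of the sets overlapped (exact permutation test, p = 0.2). Differences of this kind therefore also occurred without a sponge. In the miR-9 experiment, where the groups overlap in Ttr, the mean of the other 12 markers followed Ttr across the 6 mice with a Pearson's r of 0.98 (exact permutation test, p = 0.00556), a Spearman's rho of 0.943 (exact permutation test, p = 0.0167) and an r of 0.984 without the 2 mice farthest from the median. The median rho of single markers with Ttr was 0.943. In the miR-34 experiment the groups are separate in Ttr, so no pooled r is given. One candidate explanation is that the dissected hippocampi held varying amounts of choroid plexus. If so, other genes that fell after miR-34sp should follow Ttr in the mice of the miR-9 experiment too. Without the listed markers, 141 of them had a mean rho with Ttr of 0.32 there, against 0.10 for other genes, and the permutation test gave p = 1e-04, the smallest they can give. The 97 up-regulated genes had a mean rho of -0.03 there, against 0.11 for other genes (permutation test, p = 0.0005). They thus followed Ttr less than other genes did, with a mean rho that was itself near 0. An amount of choroid plexus that differs between the groups may therefore account for part of the down-regulated list after miR-34sp, 7 of whose members are listed markers. With 3 mice in each group, an effect of miR-34sp on the same genes cannot be told apart from it. The paper reports that its synapsin-driven vectors were expressed specifically in neurons, and vector expression in choroid plexus was not measured here.

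Microglia markers, also not discussed in the paper for this experiment, were lower after miR-9sp by 0.06 (shift -0.06), with 10 of 12 lower. A permutation test with matched random lists gave p = 0.0144, and 0.0447 after adjustment for 27 tests. Each miR-9sp mouse lay below each GFP Ctrl mouse (exact permutation test, p = 0.1, the smallest possible). With each mouse left out in turn, the shift stayed negative, and the value nearest 0 was -0.03. All 12 markers had a mean read number above 100, so restricting the test to such genes gave the same -0.06 and tells nothing about low read numbers. After miR-34sp the shift was 0.01, with 8 of 12 higher, and the difference between the 2 shifts was not tested. Oligodendrocyte markers, thalamus and habenula markers, and immediate early genes also fell after miR-9sp, by shifts of -0.10, -0.31 and -0.10 with adjusted p of 0.0027, 0.0009 and 0.0113. In these 3 sets 8 of 9, 5 of 5 and 9 of 11 markers were lower, but the mice of the groups overlapped. A difference in the cells or tissue taken at dissection was not tested and cannot be told apart from an effect of miR-9sp. The paper describes miR-9 as active throughout the brain's cell types, with microglia and some small groups of neurons as exceptions. It also reports that its vectors were expressed specifically in neurons.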

How the results depend on the processing

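No test in this part was chosen only after the result was seen, and the alternatives were set before the data were examined, except the limit of more than 10 scaled reads in each of the 3 GFP Ctrl mice.

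Apart from fits that leave out a mouse, 78 of 107 comparisons kept the direction and the side of the threshold, stayed within 1.5 times the count, or, for the correlation between the 2 experiments, moved by less than the spread of the other splits. The correlation of 0.047 changed sign within that spread, to -0.006 above 100 reads and to -0.024 as Spearman's rho. The results that kept to these limits under each alternative run for them include the numbers of detected genes, the symbol lists other than blood vessel development (run only with more than 10 reads in every mouse and with the test on log2 values), the shift of the Supplementary Table S1 genes and the number of genes that differ between the GFP Ctrl mice. The shift of the Supplementary Table S1 genes after miR-34sp kept its sign and still did not pass p under 0.05. Its size fell from 0.0272 to 0.0004 for genes above 100 reads. The cause of this change and of those below was not tested.

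DESeq2 gave 2 genes changed after miR-9sp in place of 0 (629 at an unadjusted p under 0.05 in edgeR), 37 after miR-34sp in place of 4, and 5 whose sponge effects differ in place of 0 (815 at an unadjusted p under 0.05). In edgeR without a filter on read number, the numbers were 2, 140 and 43. The number after miR-34sp was 16 at an FDR of 0.1, 8 with RLE size factors, 8 with transcripts summed by gene symbol, 1 with more than 10 reads in every mouse, and 0 in 1 model of all 12 mice (378 up and 489 down at an unadjusted p under 0.05). Across the 6 fits that each left out 1 mouse, it was 0 to 60 after miR-34sp and 0 to 1 after miR-9sp, and the fits with 0 had 366 to 765 genes at an unadjusted p under 0.05 after miR-9sp and 641 to 777 after miR-34sp.

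By the paper's criterion without a filter, 176 genes rose and 288 fell after miR-9sp, against 64 and 137, and 261 rose and 274 fell after miR-34sp, against 99 and 159. The unequal-variance form gave 99 down-regulated genes after miR-34sp. Leaving out 1 mouse gave 54 to 97 up and 106 to 194 down after miR-9sp, and 86 to 115 up and 96 to 267 down after miR-34sp. Genes up-regulated in both experiments numbered 2 with TMM-scaled read numbers and 2 without a filter, in place of 1. Genes down-regulated in both numbered 2 and 5 under these settings, and 0 with more than 10 reads in every mouse, a limit that removes Crygn by its read number. The blood vessel development list held 5 genes, with p = 0.0291 in Fisher's exact test, when the criterion was tested on log2 values, and 3 genes, with p = 0.0887 in the same exact test, with more than 10 reads in every mouse.

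With heptamer sites included, the shift of genes with a miR-9 site after miR-9sp was 0.0137 and no longer passed p under 0.05, and the 6 fits that left out 1 mouse gave 0.0140 to 0.0378, of which 3 no longer passed. The shift of genes with a miR-34 site after miR-34sp, 0.0010, reversed to -0.0007 with heptamer sites and to -0.0010 with edgeR log2 fold changes, and leaving out 1 mouse gave -0.0014 to 0.0020. After miR-9sp, the shift of genes with a miR-124 site, -0.0017, reversed to 0.0088 with heptamer sites and to 0.0006 above 100 reads, and that of genes with a miR-34 site, 0.0134 above 100 reads, passed there. After miR-34sp, the shift of genes with a miR-124 site was -0.0078 with heptamer sites and no longer passed. 

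Of 439 comparisons for single named genes, 312 kept direction and call and 125 no longer passed the criterion. Among the 125 was Tlr2 of the phagocytosis list after miR-9sp, with the unequal-variance form (log2 ratio -0.42) and with TMM-scaled read numbers (-0.40). Tlr2 also failed in every fit that left out 1 mouse, except the one without GFP-miR-9sp replicate 23. Of the other genes on that list, Dapk2, Fcer1g and Pmaip1 failed in some of their fits and Mfge8 in none. Ttr, Tmem72, Aqp1 and Wfdc2 after miR-34sp failed the criterion with the unequal-variance form and in 5 of the 6 fits that left out 1 mouse. Wdr72 failed with that form and in 4 such fits, and Reln after miR-9sp failed in all 6 of its own. Both that reversed concern Mtor after miR-34sp, whose log2 ratio of 0.03 ranged from -0.01 to 0.06 across the 6 fits that each left out 1 mouse. At this depth and with 3 mice per group, edgeR recovered 12.5% and 23.5% of simulated changes of 1.2-fold in the miR-9 and miR-34 experiments, so changes of that size can be missed.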

Differences from the paper's values

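After miR-9sp, 64 transcripts were up-regulated by the paper's criterion against the paper's 31, and 137 were down-regulated against the paper's 69. The altered transcripts numbered 201 (1.49% of those detected) against the paper's 100 (0.81%). Of the alternatives set before the data were examined, the unequal-variance form of the test came within 1.5 times of each of these, with 44 up-regulated, 100 down-regulated and 144 altered (1.07%). More than 10 reads in every mouse did so for the down-regulated transcripts, with 97, but not for the up-regulated ones, with 60, nor for the altered ones, with 157 (1.24%). The test on log2 values, TMM-scaled read numbers, no filter, transcripts summed by gene symbol and leaving out any 1 mouse closed none of these gaps. The limit of more than 10 reads in each GFP Ctrl mouse, chosen after seeing the values, gave 60 and 128 and closed none either.

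After miR-34sp, 159 transcripts were down-regulated against the paper's 75, and 258 were altered (2.02% of those detected) against the paper's 157 (1.29%). With the unequal-variance form, 99 were down-regulated and 182 altered (1.42%), within 1.5 times of the paper's values. More than 10 reads in every mouse gave 205 altered (1.71%), within that range, and 113 down-regulated, outside it. Without GFP-miR-34sp replicate 13 or 18, 96 and 110 were down-regulated and 204 and 207 altered, all within the range, and without GFP-miR-34sp replicate 3 the 230 altered were within it and the 136 down-regulated were not. The test on log2 values, TMM-scaled read numbers, no filter, transcripts summed by gene symbol and leaving out any 1 GFP Ctrl mouse left both gaps open, as did the limit of more than 10 reads in each GFP Ctrl mouse, chosen after seeing the values, with 146 down-regulated and 238 altered. The up-regulated transcripts, 99 against the paper's 82, differed by less than 1.5 times.

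In both experiments 1 transcript was down-regulated, against the paper's value of about 0 in Fig. 4A, read by eye. More than 10 reads in every mouse gave 0, where the criterion, which uses an unadjusted p under 0.05, gave 97 and 113 down-regulated transcripts in the single experiments. The 1 transcript, Crygn, had 5.83 to 9.26 scaled reads in the GFP-miR-9sp mice, so that limit removes it. This 0 follows from the limit and tells nothing about the cause of the gap. The unequal-variance form, the test on log2 values, TMM-scaled read numbers and no filter gave 1, 1, 2 and 5. The detected transcripts, 13486 and 12792 against the paper's 12326 and 12205, differed by less than 1.5 times. The limit of more than 10 reads in each GFP Ctrl mouse, chosen after seeing the values, gave 12983 and 12210.

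The paper states that the genes up-regulated after miR-9sp were enriched for cell adhesion and those up-regulated after miR-34sp for neuroactive ligand receptors and G-protein coupled receptors. On hand-written symbol lists of these functions, the shares were 3.12% against 2.24% of other detected transcripts (Fisher's exact test, p = 0.656) and 4.04% against 2.15% (Fisher's exact test, p = 0.167).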

Other observations

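The counts of splits for genes changed in edgeR and for the difference between the sponge effects, the tests on simulated counts without a change and the comparison by number of transcript entries were chosen only after the result was seen, the ranking of 8mers was added after that of heptamers had been seen, and all other tests in this part were set before.

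Each experiment has 10 splits of its 6 mice into groups of 3, and all counts of splits include the real one, so the share of splits with a result as large cannot fall under 0.1. In edgeR, 1 of the 10 splits gave the 4 genes found after miR-34sp, and the other splits gave 0 to 1. As many as the 815 genes at an unadjusted p under 0.05 after miR-34sp were given by 3 of the 10 (the other splits 312 to 943). After miR-9sp 0 genes were found, which any split reaches, so that the count of 10 of 10 tells nothing. At an unadjusted p under 0.05, 6 of the 10 splits gave the 629 genes found after miR-9sp (the other splits 384 to 1066). The 0 genes whose sponge effects differ are likewise reached by any split, 100 of 100, and the largest number was 9. At an unadjusted p under 0.05, 9 of the 100 gave as many as the 815 genes found (the other splits 327 to 1208). By the paper's criterion, 5 of 10 splits gave as many altered genes as the 201 after miR-9sp, and 2 of 10 as many as the 258 after miR-34sp. By direction, 7 of 10 gave the 137 down-regulated genes after miR-9sp, and after miR-34sp 2 of 10 gave the 159 down-regulated genes and 7 of 10 the 99 up-regulated ones. For counts by direction the larger of the 2 directions of each other split was taken. This favours the other splits for the up-regulated genes, the smaller direction here, and the 10 of 10 that reach the 64 after miR-9sp tell nothing. Of 100 splits, 77 gave at least 1 gene up-regulated in both experiments, 81 gave at least 1 down-regulated in both, and 61 gave a correlation across genes as far from 0 as 0.047.

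The larger direction of each other split was also taken for the symbol lists. In 10 of 10 splits at least as many up-regulated genes were on the cell adhesion list, and in 1 of 10 as many down-regulated genes were on the phagocytosis, endocytosis and cell death list. For the receptor list after miR-34sp it was 5 of 10, and for the blood vessel development list 1 of 10. An absolute shift as large as that of genes with a miR-9 site after miR-9sp was seen in 3 of 10 splits, for miR-34 sites in 3 and for miR-124 sites in 9. After miR-34sp the numbers were 1 for miR-9 sites, 7 for miR-34 sites and 5 for miR-124 sites. The genes of Supplementary Table S1, which the paper lists as miR-124 targets raised by miR-124sp, shifted by 0.0414 as a set after miR-9sp (matched permutation test, p = 0.004) and by 0.0272 after miR-34sp (matched permutation test, p = 0.425), and 7 and 2 of 10 splits gave a shift as large.

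Whether variation between mice without any sponge effect could give lists of the observed size was tested on counts simulated without a change, 1 set per experiment. In these, 212 transcripts passed the paper's criterion at the depth and variation of the miR-9 experiment, against 201 observed, and 221 at those of the miR-34 experiment, against 258 observed. Only transcripts with a mean above 10 reads over the 6 mice were simulated, whereas the observed lists needed that mean in GFP Ctrl alone. The simulated lists thus lack some down-regulated transcripts with few reads that the observed ones can hold. In the same simulated counts edgeR called 1 and 3 transcripts at an adjusted p under 0.05, against 0 observed after miR-9sp (629 at an unadjusted p under 0.05) and 4 after miR-34sp. The 4 genes after miR-34sp are thus 1 more than in 1 set of counts without any change. The other splits of these mice, which mix sponge and GFP Ctrl mice, gave 0 to 1. Neither 1 set nor 10 splits can tell the 4 apart from such variation. The simulated transcripts were drawn independently, so genes that vary together between mice, as the choroid plexus markers did, are not represented in them. The number passing the criterion after miR-9sp is consistent with such variation alone, and the number passing it after miR-34sp exceeds that of its simulated set, by an amount that 1 set cannot tell apart from such variation. Transcripts with a mean under 100 reads were 2.8 times as frequent among those that passed as among those detected after miR-9sp, and 2.57 times after miR-34sp, so low read numbers may contribute to both lists.

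The sequence composition of 3′ UTRs was tested as an explanation of the site shifts. Of 15774 heptamers, 22% had an absolute shift at least as large as the miR-9 heptamer after miR-9sp, which ranked at 3355 from the highest. After miR-34sp, 94.4% of 15727 heptamers had one as large as the miR-34 heptamer. The heptamer shifts, 0.0137 and -0.0007, are not those of the 8mer sites, so 8mers ending in A that occur in a similar number of genes (within 1.5 times) were ranked too. Of 5030 such 8mers, 2.31% had an absolute shift at least as large as the miR-9 8mer after miR-9sp, which ranked at 116 from the highest. The shift of 0.0225 was thus matched by few other 8mers, but 3 of the 10 splits of the mice gave one as large. The 8mer of miR-124, which was not inhibited in these mice, was nearly as far out after miR-34sp, with a shift of -0.0280 that 3.14% of 6697 8mers reached. Of 2883 such 8mers, 92.7% had a shift as large as the miR-34 8mer after miR-34sp. For heptamer sites of miR-9, with 22%, composition may account for the shift.

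A smaller share of genes with several transcript entries had a mean read number above 10, 38.1% of those with 2 entries and 31.2% of those with 3 or more, against 65.1% with 1 entry. Reads shared between entries of a gene may not have been counted, and the values of genes with several entries would then be too low.

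Mtor and Fmr1, which the paper names for the miR-124 experiment, did not pass the criterion. Mtor (NM_020009) had 4583 ± 156 scaled reads (SD, n = 3) after miR-9sp against 4494 ± 133 (SD, n = 3), and 2604 ± 108 (SD, n = 3) after miR-34sp against 2554 ± 111 (SD, n = 3). Of the 2 transcript entries of Fmr1, one had 0 reads in all 12 mice, and the other (NM_008031) had 18.7 ± 1.24 (SD, n = 3) after miR-9sp against 16 ± 2.82 (SD, n = 3), and 8.85 ± 3.86 (SD, n = 3) after miR-34sp against 6.05 ± 3.34 (SD, n = 3). Among the other marker sets after miR-34sp, astrocyte markers shifted by -0.06 (9 of 9 lower, adjusted p = 0.0351) and striatum markers by -0.33 (6 of 8 lower, adjusted p = 0.0447). After miR-9sp, the genes of the male set shifted by -0.10 (3 of 4 lower, adjusted p = 0.0351). In these 3 sets the mice of the groups overlapped.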
